# Gut microbial DNA and immune checkpoint gene Vsig4/CRIg are key antagonistic players in healthy aging and age-associated development of hypertension and diabetes

**DOI:** 10.3389/fendo.2022.1037465

**Published:** 2022-11-11

**Authors:** Matthew A. Liu, Shandy Shahabi, Suborno Jati, Kechun Tang, Hong Gao, Zhongmou Jin, Wyatt Miller, Frédéric A. Meunier, Wei Ying, Geert van den Bogaart, Gourisankar Ghosh, Sushil K. Mahata

**Keywords:** Chromogranin A, catestatin, hypertension, pancreastatin, insulin resistance, diabetes, healthy aging

## Abstract

**Aims:**

Aging is associated with the development of insulin resistance and hypertension which may stem from inflammation induced by accumulation of toxic bacterial DNA crossing the gut barrier. The aim of this study was to identify factors counter-regulating these processes. Taking advantage of the Chromogranin A (CgA) knockout (CgA-KO) mouse as a model for healthy aging, we have identified *Vsig4* (V-set and immunoglobulin domain containing 4) as the critical checkpoint gene in offsetting age-associated hypertension and diabetes.

**Methods and Results:**

The CgA-KO mice display two opposite aging phenotypes: hypertension but heightened insulin sensitivity at young age, whereas the blood pressure normalizes at older age and insulin sensitivity further improves. In comparison, aging WT mice gradually lost glucose tolerance and insulin sensitivity and developed hypertension. The gut barrier, compromised in aging WT mice, was preserved in CgA KO mice leading to major 35-fold protection against bacterial DNA-induced inflammation. Similarly, RNA sequencing showed increased expression of the *Vsig4* gene (which removes bacterial DNA) in the liver of 2-yr-old CgA-KO mice, which may account for the very low accumulation of microbial DNA in the heart. The reversal of hypertension in aging CgA-KO mice likely stems from (i) low accumulation of microbial DNA, (ii) decreased spillover of norepinephrine in the heart and kidneys, and (iii) reduced inflammation.

**Conclusion:**

We conclude that healthy aging relies on protection from bacterial DNA and the consequent low inflammation afforded by CgA-KO. *Vsig4* also plays a crucial role in “healthy aging” by counteracting age-associated insulin resistance and hypertension.

## Introduction

The past 150 years have witnessed a dramatic increase in life expectancy (1). However, the proportion of life in good health has remained broadly constant, implying increasing years in poor health (2). Therefore, there is a growing emphasis to look for factors that promote “healthy aging” (3–5).

Two common diseases are hypertension and diabetes. Both are more prevalent in the older population. The prevalence of hypertension increases with age, affecting two-thirds of people aged >60 years (6, 7). Type 2 diabetes (T2D), the most prevalent form of diabetes in older adults, is also an age-related disorder, which stems from the combined effects of genetics, lifestyle, and age. The following mechanisms have been implicated in age-related development of T2D: (i) defects in insulin signaling (8), (ii) a decrease in insulin-stimulated whole-body glucose oxidation (8), (iii) a reduction in the β-cell response to glucose (8), (iv) impaired insulin-mediated glucose uptake (9), and (v) an inability to suppress hepatic glucose production (9). Despite extensive investigation, the factors responsible for this aging have remained elusive.

The current study examined the pro-hormone Chromogranin A (CgA), as this protein regulates both hypertension and diabetes. As a pro-hormone, CgA gives rise to several counterregulatory peptides upon proteolytic digestion, such as an anti-diabetic and anti-hypertensive peptide catestatin (CST) (10), as well as pro-diabetic and pro-hypertensive peptide pancreastatin (PST) (11). We hypothesized that CST and PST affect healthy aging, due to their metabolic and immune-modulatory effects. For instance, the lack of PST makes CgA-KO mice sensitive to insulin (12, 13) and supplementation of CgA-KO mice with PST makes them resistant to insulin (14, 15), implicating PST as a pro-diabetic peptide. Conversely, lack of CST in the presence of PST makes CST-KO resistant to insulin and supplementation of CST-KO mice with CST improved insulin sensitivity in CST-KO mice (16). Moreover, CST also improves insulin sensitivity in diet-induced obese and insulin-resistant mice (16). These findings point to CST as an anti-diabetic peptide. Furthermore, supplementation of CgA-KO and CST-KO mice with CST normalizes blood pressure (12, 13) and treatment of blood pressure high mice (17) and spontaneously hypertensive rats (18) with CST reduces blood pressure, associating CST as an anti-hypertensive peptide. CST also acts as a cardioprotective peptide (19–21). In addition to diabetes and hypertension, one of the major changes that occurs during aging is the dysregulation of the immune response, leading to a chronic systemic inflammatory state (22–24). CST and PST also regulate inflammation, and for example CST-KO mice have elevated expression of inflammatory genes and macrophage infiltration in the heart, which can be reversed by administration of CST (16).

The present study is based on our observation that the immune checkpoint gene *Vsig4* (V-set and immunoglobulin domain containing 4), is expressed at much higher levels in the liver of CgA-KO mice. *Vsig4*, expressed mainly in liver resident Kupffer cells, encodes a protein called CRIg (complement receptor immunoglobulin) (25, 26), which removes gut bacterial DNA and bacterial byproducts through C3 (complement 3)-mediated opsonization (27–29). Therefore, low levels of expression of Vsig4/CRIg can be expected to result in accumulation of bacterial DNA and byproducts in the liver and other distant tissues and cause tissue inflammation over time. We therefore hypothesized that aging WT mice would show systemic inflammation, whereas this would be less in aging CgA-KO mice. The present study identified Vsig4/CRIg as a key player in “healthy aging”.

## Research design and methods

### Animals and diets

Male WT and CgA-KO (0.5 to 2 yrs old) were in C57BL/6 background. Since CgA is especially overexpressed in male patients with hypertension (30), we used only male mice in this study. Mice were kept in a 12 hr dark/light cycle and fed a normal chow diet (NCD: 13.5% calorie from fat; LabDiet 5001, TX). Animals were age-matched, and randomly assigned for each experiment. Control and experimental groups were blinded. All studies with mice were approved by the UCSD and Veteran Affairs San Diego Institutional Animal Care and Use Committees and conform to relevant National Institutes of Health guidelines.

### Quantification of bacterial DNA

Bacterial DNA was extracted from heart samples using the ZymoBIOMICS DNA extraction kit (catalog #D4301; Zymo Research) according to the manufacturer’s instructions. Levels of bacterial DNA were determined by qPCR using a Femto Bacterial DNA Quantification kit (catalog #E2006; Zymo Research) by following the manufacturer’s instructions.

### RNA isolation and sequencing

Total RNA was isolated from approximately 30 mg of liver tissue from 3 wild type and 3 CgA knockout mice using RNeasy Mini Kit (Qiagen) following the manufacturer’s instructions. Total RNA was quantified by nanodrop and was quality checked by Tapestation (Agilent). Poly(A) selected mRNA libraries were prepared from 500 ng of total RNA using KAPA mRNA HyperPrep kit (KAPA Biosystems) and dsDNA libraries were quantified using Qubit 2.0 fluorometer (Invitrogen). Libraries were pooled and sequencing was performed on Illumina NovaSeq S2 with paired end 100bp sequencing, according to manufacturer’s recommendations by the Institute for Genomic Medicine (IGM) Genomics Center at the University of California, San Diego.

### RNA-seq data analysis

Raw read counts were quantified at the transcript level and aligned to the GRCm38 mouse transcriptome using Salmon v1.4.0. Read counts less than 1 were excluded in downstream analysis. The Bioconductor-DESeq2 package v1.36.0 was used for differential gene expression analysis using R v4.2.0. A heatmap was generated using the pheatmap package. Volcano plot was prepared with the EnhancedVolcano package with a combination of log_2_ fold change value > 1.5 and log_10_ p-value < -7 as a threshold for significance. Gene set enrichment analysis was performed using the fgsea package with 1000 permutations and an adjusted p-value threshold < 0.05 with the “Hallmark” gene set collection from the Molecular Signatures Database v7.5.1.

### Real time PCR

Total RNA from liver tissue was isolated using RNeasy Mini Kit and reverse-transcribed using a qScript cDNA synthesis kit. cDNA samples were amplified using PERFECTA SYBR FASTMIX L-ROX 1250 and analyzed on an Applied Biosystems 7500 Fast Real-Time PCR system. All PCRs were normalized to *Rplp0* (Ribosomal protein, large, P0), and relative expression levels were determined by the ΔΔ*C_t_* method.

### Tail-cuff measurement of blood pressure

Systolic blood pressure (SBP) was measured using the mouse and rat tail cuff blood pressure (MRBP) System (IITC Life Sciences Inc. Woodland Hills, CA). Mice were restrained in plexiglass tubes and heated to 34°C for 10-15 min in individual warming chambers prior to BP measurement. The tails were placed inside inflatable cuffs with a photoelectric sensor that measured tail pulses. The SBP was measured over 6 separate days with an average of two values per day.

### Glucose tolerance test, glucose-stimulated insulin secretion, and insulin tolerance test

For GTT, glucose (1 mg/g body weight) was injected intraperitoneally (time zero) after an 8-hr fast. Tail-vein glucose levels were measured at 0, 15, 30, 60, 90, and 120 min. For GSIS, blood was collected from the tail-vein at 0 and 10 min and the plasma was used for an insulin assay. For insulin tolerance tests (ITT), insulin (0.4 mU/g body weight) was injected intraperitoneally, and blood glucose levels were measured at the same time points as for GTT.

### Protein analysis by immunoblotting

Liver pieces were homogenized in a buffer (50 mM Tris–Cl pH 8.0, 150 mM NaCl, 1% Triton X-100, 0.5% sodium deoxycholate, 0.1% SDS, 50 mM DTT, 5% glycerol, 5 mM NaF, 2 mM Na_3_VO_4_, 50 mM PMSF, 1 mM EDTA, Protease Inhibitor Cocktail from Sigma Aldrich) as previously described (17). Liver homogenates were subjected to SDS-PAGE and immunoblotted with antibodies directed against Phospho-Ser473-AKT (1:2000; catalog #9271S) and total AKT (1:4000; catalog #4685S), phospho-Ser9-GSK-3β (1:2000; catalog #9322S) and total GSK-3β (1:4000; catalog #9832S), phospho-Thr180/Tyr182-p38 (1:2000; catalog #9211S) and total p38 (1:5000; catalog #9212S) as well as phospho-Thr202/Tyr204-ERK1/2 (1:1000; catalog #4377S) and total ERK1/2 (1:3000; catalog #4695S). All these primary antibodies were purchased from Cell Signaling Technology (Danvers, MA). Anti-rabbit IgG-HRP conjugate (A6154; 1:8000) and anti-mouse IgG-HRP conjugate (A9044; 1:8000) were purchased from Sigma-Aldrich (St. Louis, MO).

### Electron microscopy

To displace blood and wash off tissues before fixation, mice were cannulated through the apex of the heart and perfused with a calcium and magnesium free buffer composed of DPBS (Life Technologies Inc), 10 mM HEPES, 0. 2 mM EGTA, 0.2% BSA, 5 mM glucose and KCl concentration adjusted 9.46 mM (to arrest the heart in diastole) as described previously (31). This was followed by perfusion fixation with freshly prepared fixative containing 2.5% glutaraldehyde, 2% paraformaldehyde in 0.15 M cacodylate buffer, and post fixed in 1% OsO_4_ in 0.1 M cacodylate buffer for 1 hour on ice. After perfusion, small pieces of the liver were immersed in the above fixative for 12-16 hrs. The tissues were stained *en bloc* with 2-3% uranyl acetate for 1 hour on ice. The tissues were dehydrated in graded series of ethanol (20-100%) on ice followed by one wash with 100% ethanol and two washes with acetone (15 min each) and embedding with Durcupan. Sections were cut at 50 to 60 nm on a Leica UCT ultramicrotome and picked up on Formvar and carbon-coated copper grids. Sections were stained with 2% uranyl acetate for 5 minutes and Sato’s lead stain for 1 minute. Grids were viewed using a JEOL JEM1400-plus TEM (JEOL, Peabody, MA) and photographed using a Gatan OneView digital camera with 4k x 4k resolution (Gatan, Pleasanton, CA).

### Measurement of cytokines

Plasma (20 µl) cytokines were measured using U-PLEX mouse cytokine assay kit (Meso Scale Diagnostics, Rockville, MD) *via* the manufacturer’s protocol.

### Statistics

Statistics were performed with PRISM 8 (version 8.4.3) software (San Diego, CA). Data were analyzed using unpaired two-tailed Student’s t-test for comparison of two groups or 1-way/2-way/3-way analysis of variance (ANOVA) for more than two groups followed by Tukey’s *post hoc* test if appropriate. All data are presented as mean ± SEM. Significance was assumed when p<0.05.

## Results

### Enrichment of bacterial DNA in 2 yr old WT heart resulting from leaky gut

Since obesity has been shown to be associated with the accumulation of bacterial DNA in host circulation and tissues (29, 32, 33), we assessed whether bacterial DNA is accumulated in the heart upon aging. Compared to young (0.5 year) WT mice and to both young and old (2 year) CgA-KO mice, quantitative RT-PCR analysis showed an increased (~35-fold) abundance of bacterial DNA in the heart of 2 yr old WT mice (**Figure 1A**).

**Figure 1:**
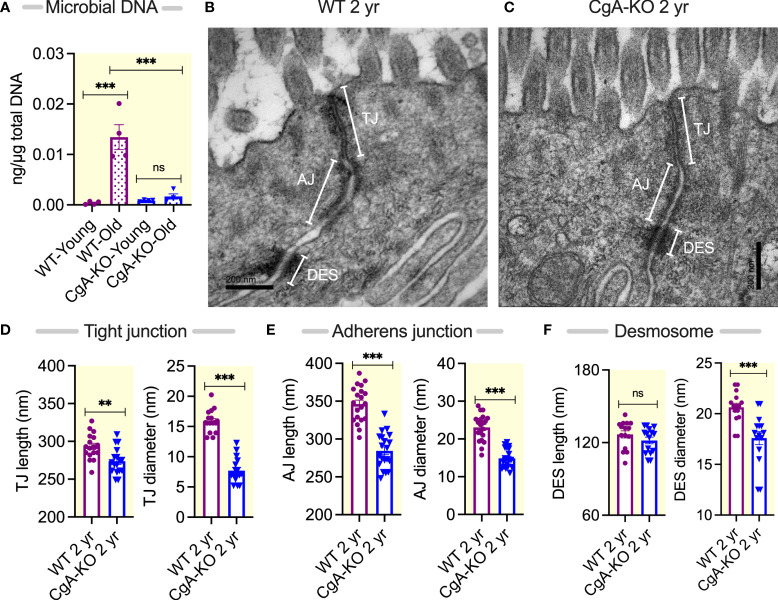
Age-associated changes in tissue bacterial DNA and gut barrier components. **(A)** Bacterial DNA in the heart of young (0.5 yr) and old (2 yr) WT and CgA-KO mice. **(B, C)** Electron micrographs showing gut barrier in colon of 2 yr old WT and CgA-KO mice. **(D–F)** Morphometric analyses of the gut barrier showing the lengths and diameters of tight junctions **(D)**, adherens junction **(E)**, and desmosomes **(F)**. AJ, adherens junction; Des, desmosomes; MV, microvilli; TJ, tight junction. **P <0.01; ***P <0.001.

Since a “leaky gut” facilitates the accumulation of bacterial DNA in the host circulation and tissues (34–36), we evaluated the gut barrier at the ultrastructural level. We found an increased length and diameter of tight junctions and adherens junctions, and an increased diameter in desmosomes in 2 yr old WT mice compared to 2 yr old CgA-KO mice, indicating a “leaky gut” in WT mice (**Figures 1B–F**).

### Bacterial DNA-induced inflammation and hypertension in aging WT mice

We have recently reported that enrichment of microbial DNA in the adrenal medulla of obese mice causes inflammation, increased catecholamine secretion and the consequent development of hypertension (37). Since we observed an increased accumulation of bacterial DNA in the heart of 2 yr old WT mice, we examined the levels of pro-inflammatory cytokines in the liver and plasma. We found increased expression of the proinflammatory genes *Tnfa* (tumor necrosis factor alpha), *Ifng* (interferon gamma) and *Ccl2* (chemokine C-C motif ligand 2) in the liver of 1 and 2 yr old WT mice (**Figures 2A–C)**. The levels in the plasma of the corresponding proteins TNFα, IFNγ, and CCL2 were also elevated (**Figures 2E–G**). Expression of anti-inflammatory IL-10 was not significantly altered in aging WT mice (**Figures 2D, H**). Consistent with inflammation-induced hypertension (38, 39), we found an increased blood pressure in aging WT mice (**Figure 2I**).

**Figure 2:**
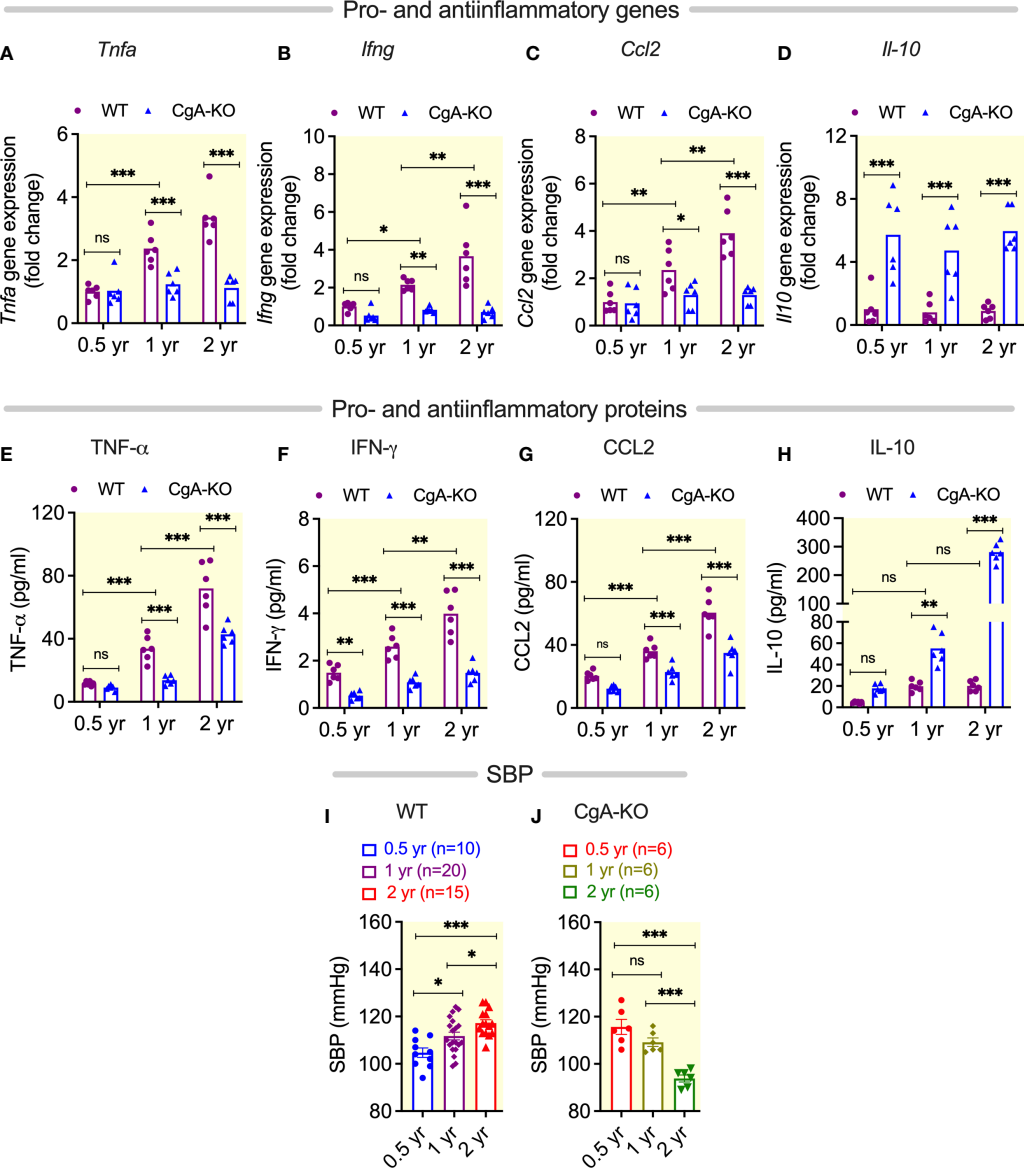
Age-associated Inflammation and blood pressure. **(A–D)** Steady-state mRNA levels of hepatic pro-inflammatory genes **(A)** *Tnfa*, **(B)** *Ifng*, and **(C)** *Ccl2*, as well as anti-inflammatory gene **(D)** *Il10*. **(E–H)** Plasma levels of pro-inflammatory proteins **(E)** TNF-α, **(F)** IFN-γ, and **(G)** CCL2, as well as anti-inflammatory protein **(H)** IL10. Blood pressure in **(I)** WT and **(J)** CgA-KO mice. *P <0.05; **P <0.01; ***P <0.001.

### Decreased inflammation and spontaneous reversal of hypertension in aging CgA-KO mice

Since aging CgA-KO mice showed only a ~2-fold accumulation of bacterial DNA compared to a ~35-fold in WT heart, we expected a decreased inflammation in CgA-KO mice compared to WT mice. Consistent with this hypothesis, we found a lower hepatic expression of proinflammatory genes *Tnfa*, *Ifng* and *Ccl2* (**Figures 2A–C**) and a higher expression of anti-inflammatory gene *Il10* in CgA-KO mice (**Figure 2D**). Similar results were detected in plasma protein levels (**Figures 2E–H**). These results show that whereas WT mice displayed increased inflammation upon aging, this was not present in CgA-KO mice. Strikingly, the high blood pressure in young CgA-KO mice (12) was spontaneously reversed in 2-yr-old CgA-KO mice (**Figure 2J**).

### RNA-seq analyses of liver genes identified genes responsible for age-associated hypertension and diabetes

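Liver RNA from 3 WT and 3 CgA-KO male mice was sequenced as poly(A)-selected, paired-end libraries. The sample labels give an age of 2 years for all 6 mice, and no younger mice were analysed here. The authors quantified transcripts with Salmon against GRCm38, and the values are estimated counts per gene symbol, with 12519 entries at 0 in all 6 libraries. The paper's text does not name how transcripts were summed to genes. The counts summed to 10558616, 31087453 and 25275594 in WT replicates 1 to 3 and to 19223595, 28672817 and 20615605 in CgA-KO replicates 1 to 3. Chga, the gene that encodes CgA, lies on chromosome 12 of GRCm38 from 102554969 to 102565028. It had 0 counts in each library, which allows up to 3 counts per library for counting error alone, so its level in liver does not tell the genotypes apart. Xist, an RNA of the inactive X chromosome of females, had 1 to 10 counts per library, and the Y-linked gene Ddx3y had 644 to 1161. Genotypes were compared with edgeR's quasi-likelihood test on counts scaled by TMM, over the 13867 genes kept by edgeR's filter on low counts. Adjusted p-values are by Benjamini and Hochberg, log2 fold changes are CgA-KO over WT, and levels are CPM, the counts relative to the size of each library, after TMM scaling. Lists of genes for pathways and cell types, fixed before the data were examined, were each set against all other tested genes with camera at a preset correlation of 0.01. Of 39 lists, 22 passed camera at an adjusted p under 0.05 at the preset correlation, 21 with replicate number as a block, 17 by fry, and 0 with an estimated correlation.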

To find out the mechanisms underlying spontaneous reversal of hypertension in CgA-KO mice, we focused on global transcriptome changes in the livers of 0.5-, 1- and 2-year-old WT and CgA-KO mice by RNA-seq. Differential expression analysis of pairwise comparison of CgA-KO versus WT identified 2276 differentially expressed genes (DEGs) with a false discovery rate (FDR/padj) <0.05. 

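In CgA-KO liver, 1164 genes were higher and 512 were lower than in WT liver at an adjusted p under 0.05 from edgeR. Of these 1676 genes, 1672 had no overlap between the libraries of the genotypes, as had 33.6% of all tested genes, where chance gives 10%. Among genes at an average log2 CPM of at least 1 and without overlap between genotypes, the largest fall was in Hsd3b5, a steroid dehydrogenase of male mouse liver, which went from 82.5 ± 55.4 to 0.548 ± 0.246 CPM (SD, n = 3), a log2 fold change of -7.21 (standard error 0.77, adjusted p = 0.0039). Serpina12, which encodes the adipokine vaspin, went from 70.3 ± 30.7 to 2.08 ± 1.85 CPM, and Serpina1e, an alpha-1-antitrypsin gene, had -4.92 (standard error 0.51). Slco1a1, an organic anion transporter, fell by 3.47 on the log2 scale, and Aacs, the acetoacetyl-CoA synthetase, fell by 3.38. Mup13.3, an entry for a major urinary protein, had -3.95, the junctophilin gene Jph1 -3.78, the meiotic cohesin gene Rec8 -3.45, Cabyr, which encodes a calcium-binding protein, -3.35, and the scaffold gene Mpp4 -3.20. The largest rise was in Ngp, a granule protein of neutrophil precursors, which went from 0.0851 ± 0.147 to 31.5 ± 52.5 CPM (SD, n = 3), a log2 fold change of 8.21 (standard error 2.22, adjusted p = 0.0466), with 2903 of its counts in CgA-KO replicate 2. Chil3, a chitinase-like protein of myeloid cells, had 6.67 (standard error 1.28), and Prf1, the perforin of cytotoxic lymphocytes, had 4.88 (standard error 1.01). The T cell genes Cd247, Il7r and Txk rose by 4.59, 4.50 and 4.72. Ifi206, an interferon-induced gene, rose by 4.97, Sidt1, which encodes an RNA transporter, by 4.79, and Pde2a.1, an entry for a phosphodiesterase, by 4.84. Cyp2a4, a cytochrome P450 with more expression in female than in male liver, rose by 5.83.
Single libraries moved these counts. Of the genes tested, edgeR called 823 without WT replicate 2, 364 without WT replicate 3, 761 without CgA-KO replicate 1 and 995 without CgA-KO replicate 2. The adjusted p was no longer under 0.05 without WT replicate 1 for Ngp (0.0759), without WT replicate 2 for Mup13.3, Ngp, Chil3, Cyp2a4, Prf1, Sidt1, Txk, Cd247 and Il7r (0.0618 to 0.15), and without WT replicate 3 for Mup13.3, Rec8, Ngp, Chil3, Cyp2a4, Prf1, Sidt1, Txk, Cd247 and Il7r (0.0678 to 0.165). A call was also lost without CgA-KO replicate 1 for Mup13.3 (0.092), without CgA-KO replicate 2 for Mup13.3, Ngp, Cd247 and Il7r (0.0704 to 0.0945), and when scaled by library size alone for Mup13.3 (0.0577). The same held with replicate number as a block for Cd247 and Il7r (0.061 and 0.0937). The fold moved by over 1.5 times, with the log2 fold change in parentheses, without WT replicate 1 for Cabyr (-2.48), Cd247 (5.99), Ifi206 (5.68) and Pde2a.1 (5.45), without WT replicate 3 for Ngp (7.52) and Pde2a.1 (4.24), and without CgA-KO replicate 1 for Ngp (8.81). The same was seen without CgA-KO replicate 2 for Cd247 (3.03), Chil3 (5.13), Ifi206 (4.29), Il7r (2.53), Ngp (3.55), Prf1 (3.50), Rec8 (-4.15), Sidt1 (3.14) and Txk (3.27), and without CgA-KO replicate 3 for Cyp2a4 (3.31), Mup13.3 (-6.41), Ngp (8.79) and Serpina12 (-6.07). All 6 counts of Ngp in WT were in replicate 2. Without that library the log2 fold change of Ngp was 12.4, a value that rests on a lack of counts in WT. DESeq2 called 2579 genes, of which 1669 were shared with edgeR, and gave no adjusted p for Ngp and Cyp2a4. Scaled by library size alone, which moved the median log2 fold change of all genes by 0.27, 86.9% of 1505 called genes were higher in CgA-KO, against 69.5% with TMM.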

The heat maps of the top 100 DEGs in individual samples in each WT and KO groups are shown in **Figure 3A**. 

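Livers of the same genotype were more alike in expression than livers of different genotypes. The Pearson correlation of log2 CPM over all tested genes was 0.954 to 0.975 between livers of the same genotype and 0.895 to 0.941 between WT and CgA-KO livers, across genes that are not independent replicates. The first principal component held 62.3% of the variance. WT replicates 1 to 3 lay at -18.1, -74.5 and -68.6 on it, and CgA-KO replicates 1 to 3 at 58.6, 60.9 and 41.8, so that the genotypes did not overlap. Transcripts of the major urinary proteins, which hepatocytes of male mice secrete, took 7.54%, 9.76% and 9.69% of the counts in WT replicates 1 to 3 and 1.55%, 1.47% and 5.79% in CgA-KO replicates 1 to 3. Over the 500 most variable genes, the mean correlation was 0.793 within and 0.565 between genotypes.

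**Figure D1:**
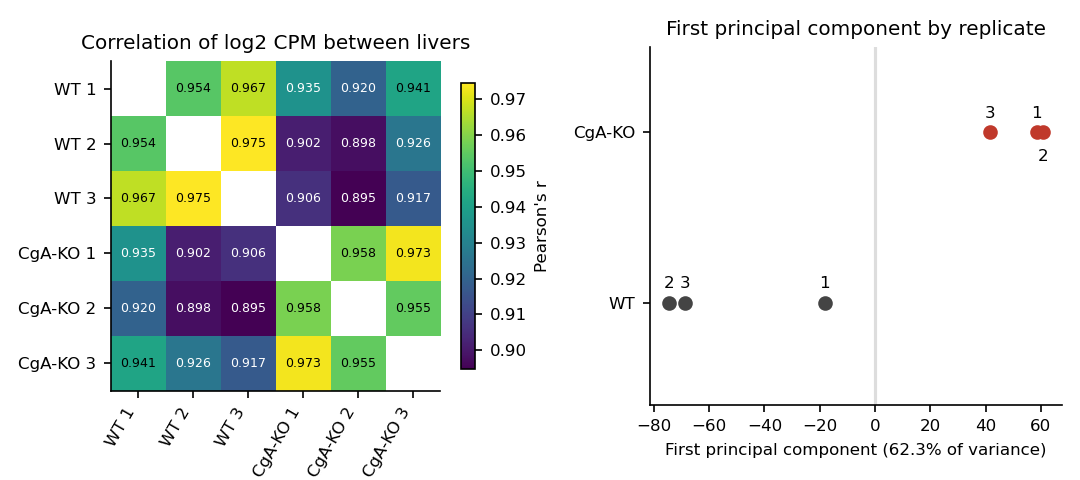
Pearson correlation of log2 CPM between each pair of livers (left, by colour) and position of each liver on the first principal component (right), with n = 3 livers per genotype. WT livers lie at -74.5 to -18.1 and CgA-KO livers at 41.8 to 60.9.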

The clear separation of the genotype expression levels is evident in the heatmap. To investigate the functional associations of the common DEGs, we performed GO analysis using Gene Ontology. GO analysis based on biological pathways revealed 11 enriched pathways from up-regulated DEGs and 23 enriched pathways from down-regulated DEGs. The expression (over- and under-expression) of selected genes was shown in a Volcano plot (**Figure 3B**). 

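Fig. 3B labels genes of the circadian clock, serpins and leukocytes, among others. All 15 genes that it labels beside those of Fig. 3C and 3D were called by edgeR, 6 higher and 9 lower in CgA-KO (also 6 and 9 adjusted over the list alone). The study chose these genes on these samples, so the counts are not independent evidence. Gm8893, a pseudogene beside the alpha-1-antitrypsin genes, went from 30.6 ± 7.24 to 578 ± 131 CPM (SD, n = 3), a log2 fold change of 4.24 (standard error 0.30, adjusted p = 0.00242). Per3 and Wee1, which the circadian clock drives, had -3.16 (standard error 0.31) and -2.87 (standard error 0.29). Csad, an enzyme of taurine synthesis, fell by 2.37 on the log2 scale, the transcription factor gene Hes6 fell by 2.19 and the DNA replication gene Mcm10 fell by 2.18. Ms4a4c, a membrane protein gene of leukocytes, had 4.25 (standard error 0.54), and Smc1b, a cohesin gene, had 3.80 (standard error 0.62). The serpin gene Serpina3c rose by 3.62, the inhibitory leukocyte receptor Lair1 by 3.13 and the immediate early gene Egr1 by 2.86. Leaving out WT replicate 3 gave Smc1b an adjusted p of 0.0547, and its log2 fold change was 3.07 without CgA-KO replicate 1. At the thresholds of the volcano plot, a log2 fold change above 1.5 in size and an unadjusted p under 1e-07, edgeR called 0 genes, with a smallest p of 2.84e-07 and 4007 genes at an unadjusted p under 0.05. DESeq2 called 367 there, among them all 25 genes labelled in Fig. 3. edgeR called 15 there with no filter on low counts and 1 without WT replicate 1.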

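Some of the labelled genes lie near the targeted locus. Gm8893, Serpina1e, Serpina12 and Serpina3c are on chromosome 12 within 5 Mb of Chga, in a cluster of serpin genes from 103614786 to 104414329 of GRCm38. Of 73 tested genes within 5 Mb of Chga, 15 were called, against 1644 of 13671 elsewhere (Fisher's exact test, 2-sided, odds ratio 1.89, p = 0.0445). Of 15 Serpina genes there, 6 were called, and of the 57 other genes there apart from Gm8893, 8 (14.0%), against 12.0% elsewhere. Serpina1e, Serpina12 and Serpina3c had been seen in Fig. 3B before the test was planned, so its p is not independent of them. Fisher's test also counts the clustered serpin genes as independent of each other. Serpina3f and Serpina3g, genes of the antichymotrypsin family, rose by 2.22 and 2.41 on the log2 scale, and Serpina3m by 1.02. Outside the serpins, Lgmn, which encodes the lysosomal protease legumain, went from 42.5 ± 10.7 to 172 ± 40.3 CPM (SD, n = 3), a log2 fold change of 2.02 (standard error 0.27, adjusted p = 0.00585). The elastic fibre gene Fbln5 rose by 2.68, the potassium channel gene Kcnk13 by 3.30, the proton-sensing receptor gene Gpr65 by 2.62 and the RNA helicase gene Ddx24 by 0.74. Kcnk10, another potassium channel gene, fell by 4.06, and Dglucy, which encodes a glutamate cyclase, fell by 1.10. Syne3, of the nuclear envelope, went from 11.1 ± 2.92 to 4.19 ± 0.606 CPM. With the genes labelled in Fig. 3B left aside, all of them called, 11 of 69 nearby genes were called (odds ratio 1.41, exact p = 0.268), and within 10 Mb the odds ratio was 1.58 (exact p = 0.064). Leaving out WT replicate 1 gave an exact p of 0.0984 (odds ratio 1.61). The odds ratio was 3.18 without WT replicate 2, 6.15 without WT replicate 3, 3.35 without CgA-KO replicate 1 and 3.41 without CgA-KO replicate 2. Calls of single genes ended without WT replicate 1 for Ddx24 and Serpina3m (0.0723 and 0.0508), without WT replicate 2 for Gpr65, Kcnk13, Ddx24 and Serpina3m (0.056 to 0.0776), and without WT replicate 3 for Gpr65, Kcnk13, Ddx24, Serpina3m and Syne3 (0.0636 to 0.165). Other calls ended without CgA-KO replicate 1 for Kcnk13, Ddx24 and Syne3 (0.0571 to 0.0679), without CgA-KO replicate 2 for Ddx24, Serpina3m and Syne3 (0.0537 to 0.0902), and without CgA-KO replicate 3 for Kcnk13, Ddx24 and Serpina3m (0.0637 to 0.0833). Calls also ended when scaled by library size alone for Syne3 (0.0567), with no filter on low counts for Ddx24 (0.066), and with replicate number as a block for Serpina3m (0.0649). Log2 fold changes moved without WT replicate 1 for Gpr65 (3.47) and Kcnk13 (4.53).

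**Figure D2:**
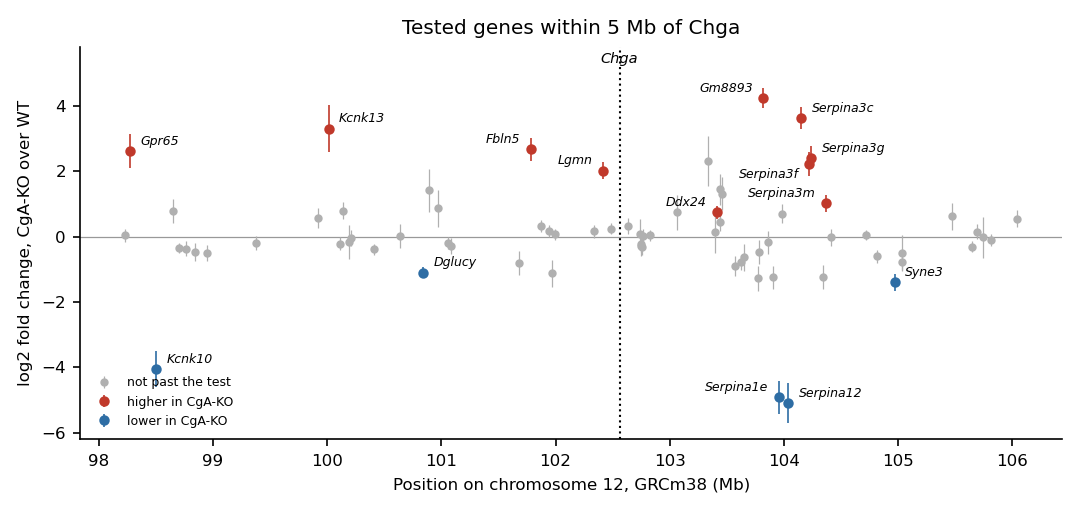
log2 fold change, CgA-KO over WT, of the 73 tested genes within 5 Mb of Chga against their position on chromosome 12 of GRCm38; bars are standard errors and colours mark the 15 genes called at an adjusted p under 0.05. Gm8893 lies at 4.24 and Serpina1e at -4.92, both in the serpin cluster.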

Metabolic, and inflammatory pathways were significantly different in these two groups.

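Genes of sterol and fatty acid synthesis were lower in CgA-KO liver. Of 21 enzymes of cholesterol synthesis, 17 were lower in CgA-KO (19 adjusted over the list alone; camera adjusted p = 1.0e-25, and adjusted p = 0.101 with an estimated correlation), with a median log2 fold change of -1.45. No member was higher, at an unadjusted p under 0.05 or by DESeq2, and the study chose 5 of the members on these samples. Msmo1, a sterol oxidase of this pathway outside that choice, went from 228 ± 51.0 to 50.4 ± 10.2 CPM (SD, n = 3), a log2 fold change of -2.17 (standard error 0.25, adjusted p = 0.00435). Of 14 genes of sterol uptake, transport and sensing, 5 were lower and 3 higher (6 and 4 adjusted over the list alone; camera adjusted p = 0.00227, and adjusted p = 0.176 with an estimated correlation). Insig1, which holds SREBP in the endoplasmic reticulum, had -1.88 (standard error 0.21). Insig2, a relative of Insig1, rose by 2.68 and the sterol exporter gene Abcg1 by 2.19. Of 17 genes of fatty acid and triglyceride synthesis, 7 were lower (10 adjusted over the list alone; camera adjusted p = 1.5e-08, and adjusted p = 0.176 with an estimated correlation), and no member was higher, at an unadjusted p under 0.05 or by DESeq2. Thrsp, a regulator of lipogenesis, went from 181 ± 68.9 to 29.5 ± 7.50 CPM, a log2 fold change of -2.62 (standard error 0.34, adjusted p = 0.00562). The fatty acid synthase gene Fasn fell by 1.74 on the log2 scale, the malic enzyme gene Me1 fell by 1.78 and Srebf1, which encodes the lipogenic factor SREBP-1, fell by 1.73.
Of 15 genes of bile acid synthesis and transport, 1 was lower (3 adjusted over the list alone; camera adjusted p = 0.0272, and adjusted p = 0.394 with an estimated correlation). This was Cyp7a1, the rate-limiting enzyme, with a log2 fold change of -1.63 (standard error 0.32, adjusted p = 0.0167). Of 19 genes of fatty acid oxidation and ketone body synthesis, 1 was lower and 1 higher (also 1 and 1 adjusted over the list alone), and the list did not pass camera (adjusted p = 0.233). The count for cholesterol synthesis moved to 11 without CgA-KO replicate 1. That for fatty acid synthesis moved to 3 without WT replicate 3. For bile acid synthesis it moved to 0 without WT replicate 3 and to 2 without CgA-KO replicate 3. The count of changed fatty acid oxidation genes went to 0 without WT replicate 2 or 3 or CgA-KO replicate 1 or 3 and to 1 without CgA-KO replicate 2. The adjusted p of single genes passed 0.05 without WT replicate 3 for Insig2, Abcg1, Srebf1 and Cyp7a1 (0.0554 to 0.0763). The log2 fold change moved without WT replicate 1 for Abcg1 (2.78). The hour of collection is not named in the paper's text. For genes that vary over the day, in these lists and in that of insulin signalling, it was not separated from the genotype.

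**Figure D3:**
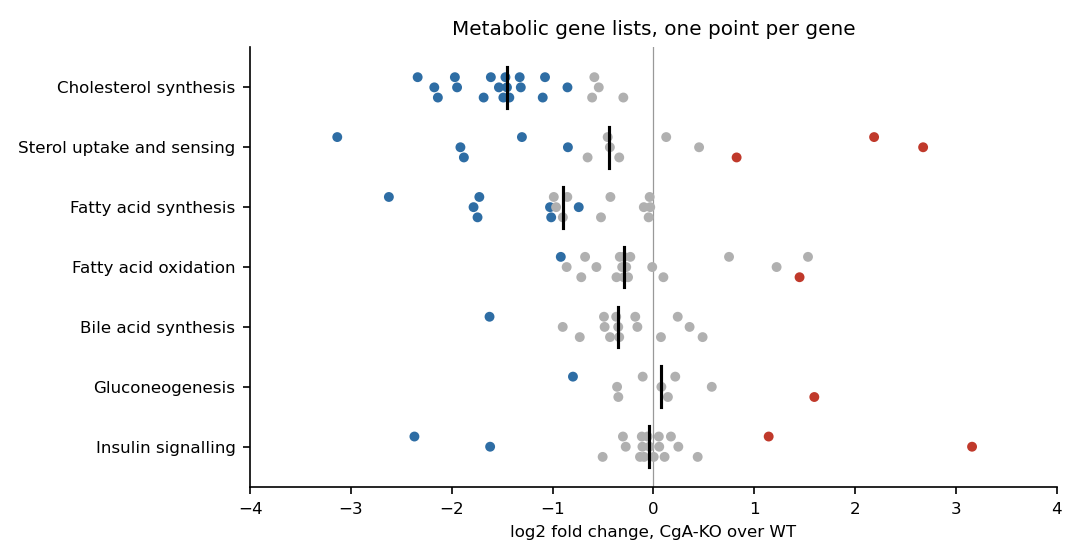
log2 fold change, CgA-KO over WT, of each tested gene (points) of the metabolic lists; blue and red points are genes lower and higher in CgA-KO at an adjusted p under 0.05, grey points did not pass, and black bars are medians. The median of cholesterol synthesis lies at -1.45 and that of insulin receptor signalling at -0.05.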

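Genes of inflammation and of the interferon response were higher in CgA-KO liver. Of 19 inflammatory cytokines, chemokines and sensors, 10 were higher in CgA-KO (14 adjusted over the list alone; camera adjusted p = 2.5e-08, and adjusted p = 0.176 with an estimated correlation). Tgfb1, which encodes transforming growth factor beta, went from 6.80 ± 2.52 to 26.8 ± 1.86 CPM (SD, n = 3), a log2 fold change of 2.00 (standard error 0.27, adjusted p = 0.00599). Casp1, the inflammasome protease, rose by 2.20 on the log2 scale. Tnf, Ccl2 and Il10 did not pass edgeR (adjusted p = 0.123, 0.0759 and 0.0558), though DESeq2 called them higher, Tnf at an adjusted p of 0.0497. Ifng had too few counts for a test. The list also holds Il10, which the paper describes as anti-inflammatory. Its members, Tgfb1 and Nfkbia among them, were not sorted by whether they promote or restrain inflammation. A rise in the list, or in Tgfb1, is thus no measure of the level of inflammation. Of 20 genes of the type I interferon response, 14 were higher (16 adjusted over the list alone; camera adjusted p = 2.8e-14, and adjusted p = 0.176 with an estimated correlation). Ifit2, which binds viral RNA, went from 2.20 ± 1.08 to 19.0 ± 1.82 CPM, a log2 fold change of 3.16 (standard error 0.35, adjusted p = 0.0039). The oligoadenylate synthetase genes Oas3 and Oas1a rose by 4.34 and 2.67, and Rsad2, which encodes viperin, by 3.14. Of 20 genes of the interferon gamma response, 15 were higher (18 adjusted over the list alone; camera adjusted p = 3.3e-12, and adjusted p = 0.217 with an estimated correlation). The T cell chemokine Cxcl10 had 2.76 (standard error 0.40). The guanylate-binding protein genes Gbp7 and Gbp3 rose by 1.65 and 2.17. Of 16 acute phase genes of the liver, 3 were higher (also 3 adjusted over the list alone), and the list did not pass camera (adjusted p = 0.42). Lcn2, which encodes the iron-binding protein lipocalin 2, had 3.13 (standard error 0.42). The median log2 fold change was 2.26 for the inflammatory list, 1.78 for type I interferon and 1.50 for interferon gamma, against 2.90 for markers of macrophages, 2.94 of monocytes and 3.65 of T cells and natural killer cells. In the inflammatory, interferon and acute phase lists no member was lower, at an unadjusted p under 0.05 or by DESeq2. Above 10 CPM in WT liver were 5 of 19 inflammatory, 6 of 20 type I interferon, 12 of 20 interferon gamma and 14 of 16 acute phase genes. Falls were harder to call below that level. Of 17 complement components made by the liver, edgeR called 0, also 0 adjusted over the list alone, while 2 were lower at an unadjusted p under 0.05 and DESeq2 called 2 lower. The inflammatory count moved to 3 without WT replicate 2 or 3 and to 6 without CgA-KO replicate 1 or 3. The type I interferon count moved to 6 without WT replicate 3 and to 9 without CgA-KO replicate 1. The interferon gamma count moved to 6 without WT replicate 2, to 3 without WT replicate 3 and to 8 without CgA-KO replicate 2. The acute phase count moved to 1 without WT replicate 2 or 3 or CgA-KO replicate 2. The complement count went to 1 without WT replicate 1.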

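Markers of most leukocyte types were higher in CgA-KO liver. Of 20 genes shared by macrophages and other mononuclear phagocytes, 19 were higher (20 adjusted over the list alone; camera adjusted p = 3.7e-32, and adjusted p = 0.101 with an estimated correlation), with a median log2 fold change of 2.90. Adgre1, which encodes the macrophage antigen F4/80, went from 4.15 ± 2.24 to 48.8 ± 17.7 CPM (SD, n = 3), a log2 fold change of 3.61 (standard error 0.41, adjusted p = 0.0041). The antibody receptor genes Fcgr4 and Fcer1g rose by 3.83 and 2.83 on the log2 scale, and the lysosomal protease gene Ctss by 3.02. Of 10 monocyte genes, 7 were higher (10 adjusted over the list alone; camera adjusted p = 3.2e-08, and adjusted p = 0.176 with an estimated correlation), among them the chemokine receptor Ccr2 with 3.39 and the integrin Itgam with 2.50. Of 9 neutrophil genes, 6 were higher (8 adjusted over the list alone; camera adjusted p = 2.2e-05, and adjusted p = 0.182 with an estimated correlation). S100a8, a subunit of calprotectin, had 3.81 (standard error 0.71). Of 17 genes of T cells and natural killer cells, 10 were higher (15 adjusted over the list alone; camera adjusted p = 1.1e-07, and adjusted p = 0.257 with an estimated correlation). Cd3e, of the T cell receptor complex, went from 0.886 ± 0.422 to 10.3 ± 9.76 CPM, with 21.5 CPM in CgA-KO replicate 2, a log2 fold change of 3.60 (standard error 0.72, adjusted p = 0.0174), and the granzyme gene Gzmb rose by 3.92. Of 10 genes of dendritic cells and MHC class II presentation, 7 were higher (9 adjusted over the list alone; camera adjusted p = 2.0e-07, and adjusted p = 0.182 with an estimated correlation). Of 12 genes of B cells and plasma cells, 1 was higher (also 1 adjusted over the list alone; camera adjusted p = 0.241). In these lists no member was lower, at an unadjusted p under 0.05 or by DESeq2. Above 10 CPM in WT liver were 0 of 9 neutrophil, 0 of 17 T cell and natural killer cell and 1 of 10 monocyte genes. A fall was therefore harder to call in these lists than a rise. The filter on low counts keeps genes near 0 in WT only through their CgA-KO counts, which favours rises.
Of 13 genes of stellate cells and fibrosis, 4 were higher (6 adjusted over the list alone; camera adjusted p = 0.0048, and adjusted p = 0.55 with an estimated correlation). Of 14 endothelial genes, 2 were higher and 1 lower (4 and 1 adjusted over the list alone; camera adjusted p = 0.51), with a median of -0.07. The hyaluronan receptor Lyve1 had 2.81 (standard error 0.31). Of 20 abundant transcripts and transcription factors of hepatocytes, edgeR called 0, also 0 adjusted over the list alone, with a median of -0.19, while 1 was lower at an unadjusted p under 0.05 and DESeq2 called 2 lower. Of 7 genes of bile duct cells, edgeR and DESeq2 called 0, also 0 adjusted over the list alone, and 1 was higher at an unadjusted p under 0.05. The monocyte count moved to 3 without WT replicate 2 or 3. The neutrophil count moved to 0 without WT replicate 3 and to 1 without CgA-KO replicate 2. The T cell and natural killer cell count moved to 0 without WT replicate 2 or 3 and to 4 without CgA-KO replicate 2. The dendritic cell count moved to 0 without WT replicate 2 or 3 and to 2 without CgA-KO replicate 1 or 2. The B cell count moved to 3 without WT replicate 1 and to 0 without WT replicate 2 or 3 or CgA-KO replicate 1. The stellate cell count moved to 7 without WT replicate 1, to 2 without WT replicate 2, to 0 without WT replicate 3 and to 1 without CgA-KO replicate 1 or 2. The endothelial count of higher genes moved to 1 without WT replicate 2 or 3 or CgA-KO replicate 1 or 2. The hepatocyte count moved to 1 without WT replicate 1. The adjusted p of single genes was above 0.05 without WT replicate 2 for Cd3e and Gzmb (0.0665 and 0.0582), and without WT replicate 3 for S100a8, Cd3e and Gzmb (0.0697 to 0.0848). Log2 fold changes moved without CgA-KO replicate 2 for S100a8 (2.64), Cd3e (2.47) and Gzmb (3.03).

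**Figure D4:**
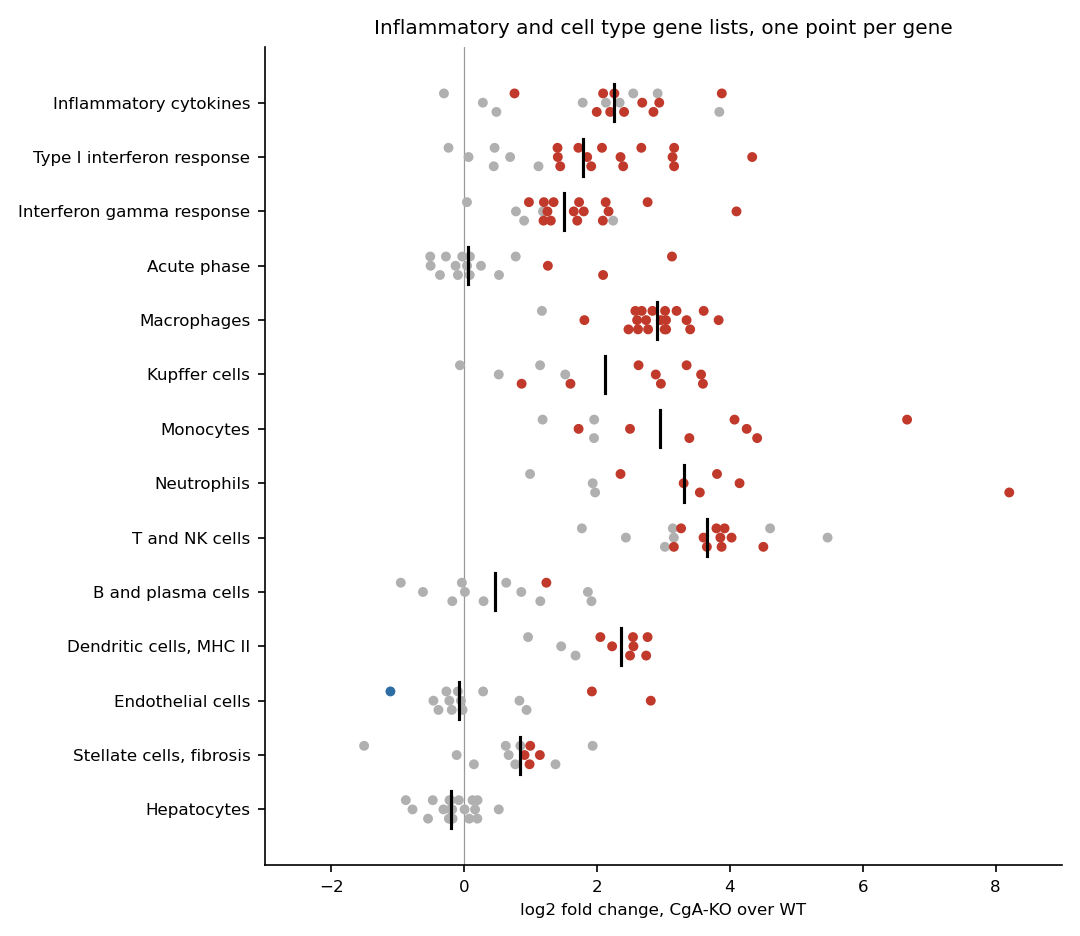
log2 fold change, CgA-KO over WT, of each tested gene (points) of the inflammatory and cell type lists; red and blue points are genes higher and lower in CgA-KO at an adjusted p under 0.05, grey points did not pass, and black bars are medians. The median is 2.90 for macrophages, -0.07 for endothelial cells and -0.19 for hepatocytes.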

**Figure 3:**
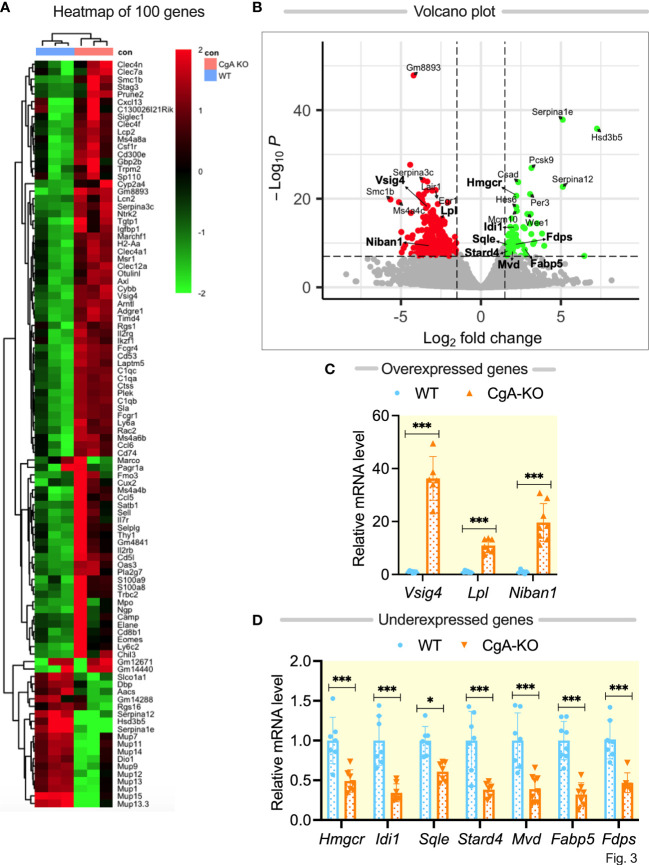
RNA sequencing of liver genes followed by q-RT-PCR validation of selected genes. **(A)** Heat map showing differentially expressed top 100 genes in WT and CgA-KO mice. **(B)** Volcano plot showing expression (over- and under-expression) of selected genes. **(C)** q-RT-PCR validation of selective overexpressed genes in CgA-KO mice as compared to WT mice. **(D)** q-RT-PCR validation of seven under-expressed genes in CgA-KO mice compared to WT mice. *P <0.05; ***p <0.001.

We chose to further validate the DEG by qPCR targeting genes in the cholesterol metabolism: 3-hydroxy-3-methylglutaryl-Coenzyme A reductase (*Hmgcr*), lipoprotein lipase (*Lpl*), isopentenyl-diphosphate delta isomerase (*Idi1*), farnesyl diphosphate synthetase (*Fdps*), Squalene epoxidase (*Sqle*), StAR-related lipid transfer (START) domain containing 4 (*Stard4*), Niban apoptosis regulator 1 (*Niban 1*), fatty acid binding protein 5 (*Fabp5*), and mevalonate (diphospho) decarboxylase (*Mvd*), since the p and padj values of these selected genes are <10^-7^ (**Figures 3C, D**). 

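The enzymes Idi1, Fdps, Sqle and Mvd act in cholesterol synthesis, and their genes were lower in CgA-KO liver. Idi1 went from 250.3 ± 46.1 to 56.9 ± 14.4 CPM (SD, n = 3), a log2 fold change of -2.14 (standard error 0.26, adjusted p = 0.00473). Fdps went from 218 ± 8.63 to 56.5 ± 19.3 CPM, a log2 fold change of -1.95 (standard error 0.27, adjusted p = 0.00614). Sqle, the squalene epoxidase, had -1.68 (standard error 0.20), and Mvd, at a lower level of 14.0 ± 3.61 CPM in WT, had -1.97 (standard error 0.27). Stard4, which moves cholesterol within the cell, fell by 1.91 on the log2 scale, and Fabp5, a fatty acid carrier, fell by 2.68 (adjusted p = 0.0138). In each of these 6 genes every WT liver was above every CgA-KO liver. Of the 10 genes chosen for RT-qPCR, 3 were higher and 7 lower, also adjusted over the list alone; the study chose them on these samples, so the counts are not independent evidence. Leaving out CgA-KO replicate 2 gave Fabp5 an adjusted p of 0.0535.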

Importantly, these genes have been shown to be associated with insulin’s mechanism of action. Pathways with upregulated DEGs are involved in insulin resistance whereas downregulated inflammatory pathways as revealed by KO are responsible for insulin sensitivity. For instance, high *Hmgcr* induces insulin resistance (40, 41), whereas high *Lpl* protects against insulin resistance in high-fat diet fed mice (42, 43). 

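Genes of insulin signalling differed in both directions between the genotypes. Of 20 genes of insulin receptor signalling, 2 were higher and 2 lower in CgA-KO liver (also 2 and 2 adjusted over the list alone), and the list did not pass camera (adjusted p = 0.437). Gys2, the liver glycogen synthase, went from 201 ± 60.1 to 65.4 ± 13.0 CPM (SD, n = 3), a log2 fold change of -1.62 (standard error 0.28, adjusted p = 0.011). Igfbp1, which insulin represses, had 3.16 (standard error 0.59), and Ptpn1, a phosphatase that acts on the insulin receptor, had 1.14 (standard error 0.25). The kinase gene Akt2 had -0.50 (standard error 0.17, adjusted p = 0.0901) and did not pass the test. Of 9 genes of gluconeogenesis and glucose release, 1 was higher and 1 lower (also 1 and 1 adjusted over the list alone; camera adjusted p = 0.816). Got1, an aspartate aminotransferase, rose by 1.60 on the log2 scale. The count of changed insulin signalling genes moved to 2 without WT replicate 2 and to 1 without WT replicate 3. The count of changed gluconeogenesis genes moved to 1 without WT replicate 2 or 3 or CgA-KO replicate 1 or 3. Single genes were above an adjusted p of 0.05 without WT replicate 2 for Igfbp1 and Ptpn1 (0.0547 and 0.0713), without WT replicate 3 for Gys2, Igfbp1 and Ptpn1 (0.0528 to 0.107), and without CgA-KO replicate 2 for Ptpn1 (0.0535). The log2 fold change rose without WT replicate 1 for Igfbp1 (3.84). The paper states that pathways with upregulated genes take part in insulin resistance, and that inflammatory pathways downregulated in the knockout account for insulin sensitivity. As an example it names Lpl, which it describes as protective.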

*Niban1* promotes survival during stress (44). 

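Lpl, the lipoprotein lipase gene on chromosome 8 of GRCm38 (68880491 to 68907448), was higher in CgA-KO liver, at 115 ± 38.3 CPM against 19.6 ± 2.84 in WT (SD, n = 3), a log2 fold change of 2.56 (standard error 0.27, adjusted p = 0.0039). Niban1, a regulator of apoptosis under stress on chromosome 1 (151571186 to 151721939), went from 2.80 ± 2.49 to 22.5 ± 2.32 CPM, a log2 fold change of 3.09 (standard error 0.55, adjusted p = 0.0126). The log2 fold change was higher without WT replicate 1 for Niban1 (4.06). In these 2 genes the libraries of the genotypes did not overlap (exact permutation test, 2-sided, p = 0.10, the smallest that 3 against 3 allow).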

*Both* Lpl and *Niban1* are highly expressed in CgA KO mice, whereas *Hmgcr* is expressed at lower levels. Another gene which is highly overexpressed in KO liver is *Vsig4*. 

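Vsig4, a complement receptor of Kupffer cells, the resident macrophages of the liver, was higher in CgA-KO liver. The gene lies on chromosome X of GRCm38 from 96247203 to 96293438. It was at 166 ± 39.5 CPM against 16.4 ± 7.94 in WT (SD, n = 3), a log2 fold change of 3.35 (standard error 0.38, adjusted p = 0.0041). Other genes of Kupffer cells were higher as well. Of 12 such genes, 8 were higher (8 adjusted over the list alone; camera adjusted p = 3.4e-10, and adjusted p = 0.0893 with an estimated correlation), 1 of them, Vsig4, chosen by the study on these samples. No member was lower, at an unadjusted p under 0.05 or by DESeq2. Cd5l, a secreted protein of macrophages, had 3.59 (standard error 0.41), and Timd4, a receptor for dying cells, had 3.57 (standard error 0.46). The folate receptor gene Folr2 rose by 2.88 on the log2 scale. The 4 genes that did not pass the test had log2 fold changes between -0.06 and 1.52. Relative to the mean of the 11 other Kupffer cell genes, log2 CPM of Vsig4 was 0.06 ± 0.78 in WT and 1.78 ± 0.61 in CgA-KO livers, with no overlap (exact permutation test, 2-sided, p = 0.10, the smallest that 3 against 3 allow). Relative to the mean of 20 genes shared by macrophages, it was 0.56 ± 0.20 in WT and 1.07 ± 0.40 in CgA-KO, and the genotypes overlapped (exact permutation test, 2-sided, p = 0.20). The Kupffer cell mean includes Nr1h3, at 72.3 to 89.7 CPM in WT and 67.3 to 88.3 in CgA-KO livers, and Marco, which hold it down. Marco was at 1.34, 4.47 and 14.3 CPM in WT replicates 1 to 3. It was at 0.139, 57.4 and 1.08 CPM in CgA-KO replicates 1 to 3, so CgA-KO replicates 1 and 3 lay below every WT liver. Clec4f was at 29.1 to 96.1 CPM in WT and 289 to 629 in CgA-KO, and Cd5l and Timd4 rose more than Vsig4. The excess over that mean thus does not separate Vsig4 from the amount of Kupffer cell RNA. The count of higher Kupffer cell genes moved to 5 without WT replicate 3. The log2 fold change moved without WT replicate 1 for Timd4 (4.24).

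**Figure D5:**
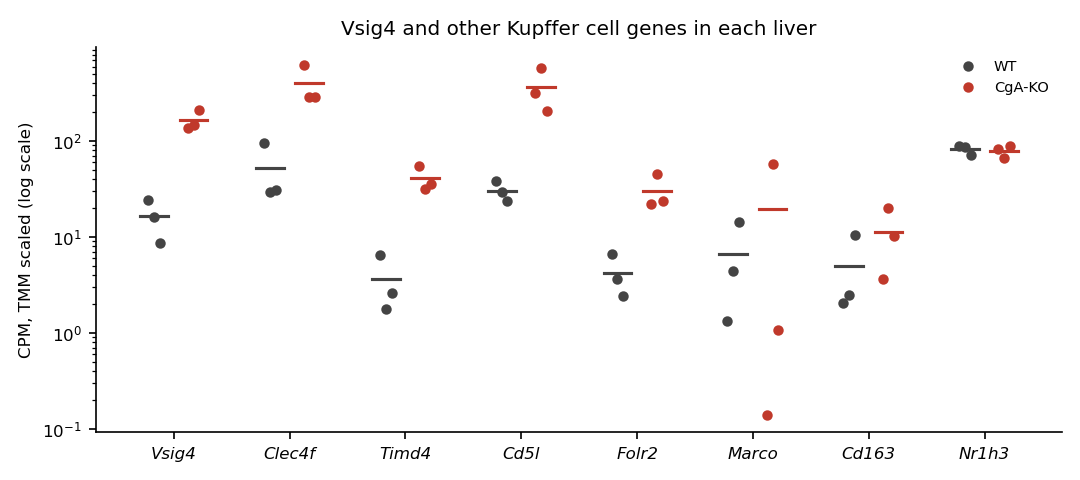
CPM after TMM scaling (log axis) of Vsig4 and other Kupffer cell genes in each liver; points are livers (n = 3 per genotype) and bars are means. Vsig4 lies at 8.68 to 24.5 CPM in WT and at 138 to 211 CPM in CgA-KO livers.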

Consistent with the genome-wide data, qPCR showed that the expression of these genes is different between WT and KO livers. The highest expression (by ~36-fold) was seen for the *Vsig4* gene in 2-yr-old CgA-KO compared to WT mice (**Figure 3C**).

### Heightened sympathetic stimulation in 2 yr old WT heart and kidney

Existing literature describes heightened sympathetic nerve traffic in hypertensive patients (45). Therefore, we asked whether decreased spillover of norepinephrine (NE) in heart and kidney could explain spontaneous reversal of hypertension in aging CgA-KO mice. We found decreased NE concentration in the heart and kidney of 2 yr old WT mice and young CgA-KO mice (**Figures 4A, B**). Decreased NE in old WT and young CgA-KO mice indicates increased cardiac and renal spillover of NE, which is common in hypertensive and heart failure patients (46–48). In contrast, the spillover of NE was markedly reduced in 2 yr old CgA-KO mice and was comparable to 0.5 yr old normotensive WT mice (**Figures 4A, B**).

**Figure 4:**
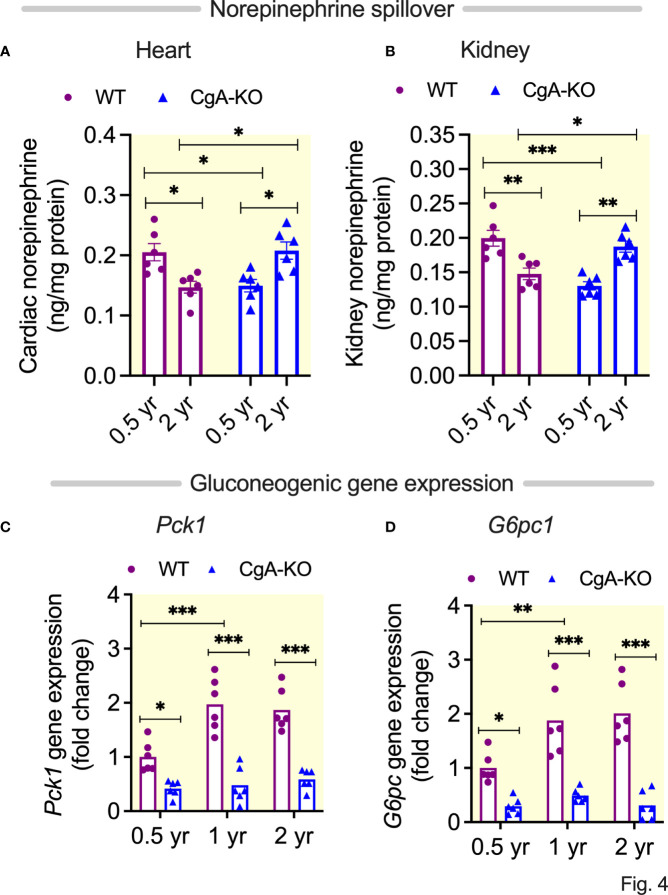
Spillover of norepinephrine and expression of gluconeogenic genes. Spillover of norepinephrine in **(A)** Heart, and **(B)** Kidney of 0.5, 1 and 2 yr old WT and CgA-KO mice. Expression of hepatic gluconeogenic genes: **(C)** *Pck1*, and **(D)** *G6pc*. *P <0.05; **P <0.01; ***P <0.001.

### Suppression of hepatic glucose production in aging CgA-KO mice

One of the main functions of insulin is to suppress hepatic glucose production (HGP), which is known to be compromised in the elderly population (49). Consistent with literature (49), our data show increased expression of gluconeogenic genes *Pck1* (phosphoenolpyruvate carboxykinase 1) and *G6pc* (glucose-6-phosphatse) in the liver of aging (1 and 2 yr old) WT mice (**Figures 4C, D**). In contrast, this increase was not observed in aging CgA-KO mice (**Figures 4C, D**), in line with previous results (14).

### Aging CgA-KO mice display improved insulin sensitivity

It is well documented that aging is associated with declines in glucose tolerance and insulin sensitivity in both mice (50) and humans (51). We have reported previously that young (~4-6 months old) CgA-KO mice on both a normal chow diet (NCD) and a high fat diet display heightened insulin sensitivity (14, 15). Therefore, we asked the question whether CgA-KO mice could maintain improved insulin sensitivity with aging. As expected (14), the glucose tolerance test (GTT) revealed a gradual decrease in glucose tolerance with aging in WT mice (**Figures 5A, B**). Likewise, glucose-stimulated insulin secretion (GSIS) was reduced in 1 and 2 yr old WT mice (**Figure 5C**). In contrast, glucose tolerance improved and GSIS was maintained in aging CgA-KO mice (**Figures 5A–C**). The insulin tolerance test (ITT) showed a progressive deterioration of insulin sensitivity in aging (0.5 yr to 2 yr) WT mice (**Figures 5D, E**). In contrast, aging CgA-KO mice showed a progressive improvement in insulin sensitivity (0.5 to 2 yr) (**Figures 5D, E**).

**Figure 5:**
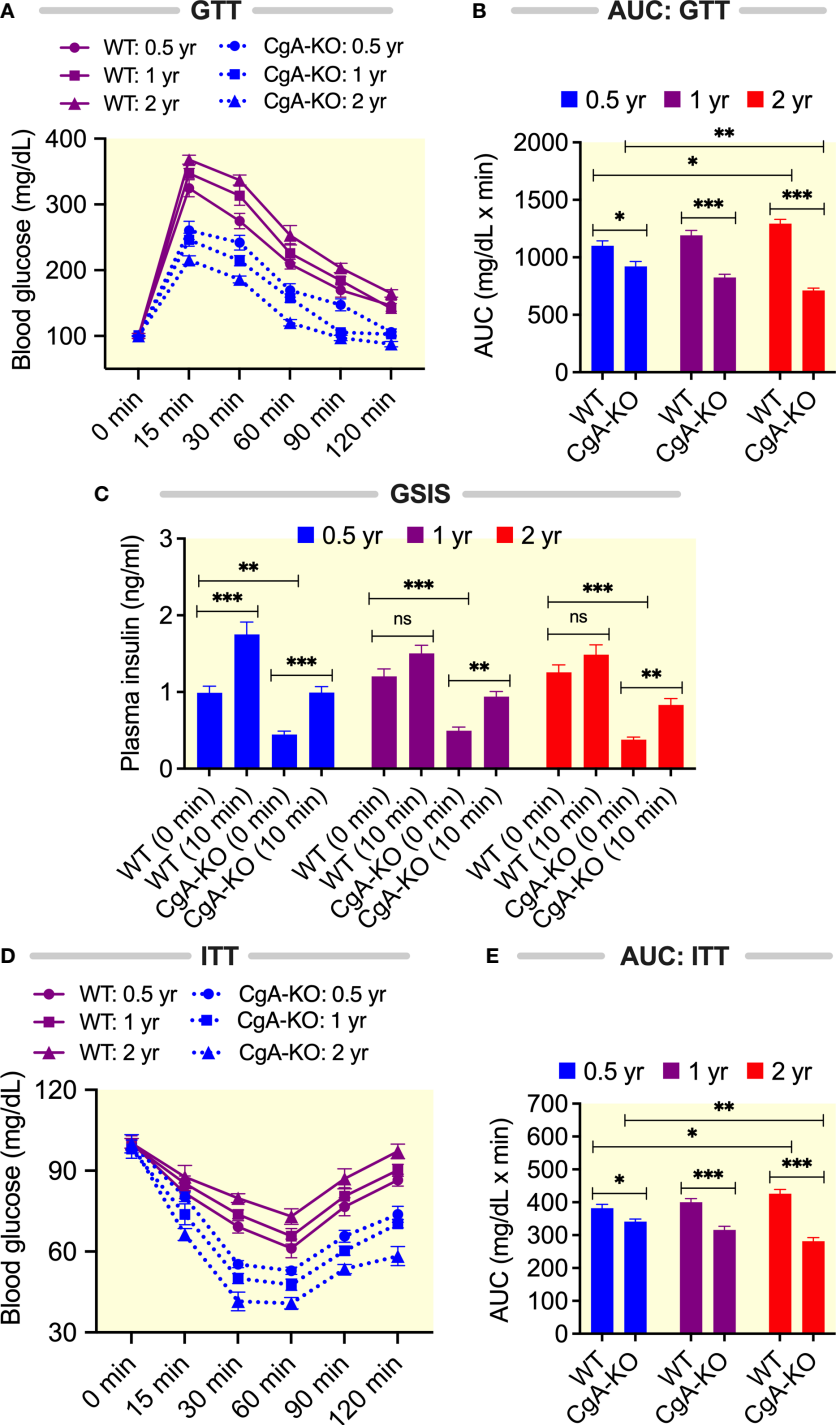
Aging CgA-KO mice maintain and improve glucose tolerance and insulin sensitivity. **(A)** Glucose tolerance test (GTT, n=7) with 8h fasting 0.5, 1 and 2 yr old WT and CgA-KO mice and **(B)** the corresponding areas under the curve (AUC). 2-way ANOVA. Interaction: p<0.001; Time: p<0.001; Genotype and age: p<0.001. **(C)** Glucose-stimulated insulin secretion (GSIS) with 8h fasting mice. Data were analyzed by 3-way ANOVA: Age: ns; Genotype; p<0.001; Treatment: p<0.001; Age: x Genotype: ns; Age x treatment: p<0.05; Genotype: x Treatment: ns; Age x Genotype x Treatment: ns. **(D)** Insulin tolerance test (ITT, n=7) on 8h fasting mice and **(E)** the corresponding AUC. 2-way ANOVA. Interaction: p<0.001; Time: p<0.001; Genotype and age: p<0.001. *P < 0.05; **P < 0.01; ***P < 0.001.

### Aging CgA-KO mice maintain insulin signaling pathways

Insulin promotes glucose uptake by signaling *via* the serine/threonine kinase AKT (52). While intraperitoneal injection with insulin did not result in increased phosphorylation of AKT (S473) in the liver of 2 yr old WT mice, it did so in 2 yr old CgA-KO mice (**Figures 6A, B**). Another important function of insulin is to promote glycogenesis through the activation of glycogen synthase kinase (GSK)-3β by AKT (52). Administration of insulin also did not result in phosphorylation of GSK-3β (S9) in the liver of WT mice, but it did in 2 yr old CgA-KO mice (**Figures 6A, C**). The mitogen-activated protein kinase (MAPK) pathway constitutes a second essential branch of insulin signaling, which is responsible for cell growth, differentiation, and survival (53). Insulin-stimulated phosphorylation of MAPK components p38 (T180/Y182) and ERK1/2 (T202/Y204) was compromised in the liver of aging WT mice (2 yr old), but not affected in aging CgA-KO mice (**Figures 6A, D, E**).

**Figure 6:**
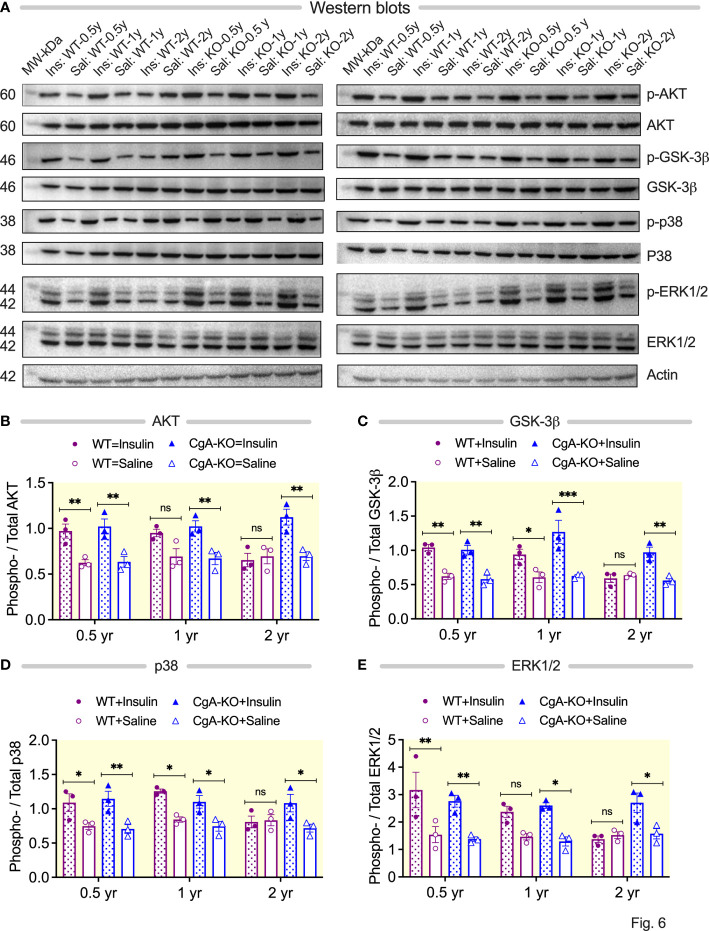
Aging CgA-KO mice maintain insulin signaling pathways. **(A)** Western blots of phosphorylated-AKT (S473), total AKT, phosphorylated GSK-3β (S9), total GSK-3β, phosphorylated p38 (T180/Y182), total p38, phosphorylated ERK1/2 (T202/Y204), and total ERK1/2 in the livers of 2 sets of aging WT and CgA-KO mice. **(B–E)** Densitometric analyses of the Western blots by 3-way ANOVA (n=3). **(B)** AKT (phosphorylated/total AKT). Age: ns; Genotype: p<0.01; Treatment: p < 0.001; Age x Genotype: p < 0.05; Age: x Treatment: ns; Genotype: x Treatment: p < 0.01; Age: x Genotype: x Treatment: p < 0.05. **(C)** GSK-3β (phosphorylated/total GSK-3β. 3-way ANOVA: Age: p < 0.01; Genotype: ns; Treatment: p < 0.001; Age: x; Genotype: ns; Age: x Treatment: p < 0.05; Genotype: x Treatment: p < 0.05; Age: x; Genotype: x; Treatment: ns. **(D)** p38 (phosphorylated/total p38). Age: ns; Genotype: ns; Treatment: p < 0.001; Age: x Genotype: ns; Age x Treatment: ns; Genotype: x Treatment: p < 0.05; Age x Genotype: x Treatment: p < 0.05. **(E)** ERK1/2 (phosphorylated/total ERK). Age: ns; Genotype: ns; Treatment: p < 0.001; Age x Genotype: ns; Age: x; Treatment: ns; Age x Genotype: x; Treatment: ns. *P < 0.05; **P < 0.01; ***P < 0.001.

### Increased mitochondrial fusion in aging CgA-KO mice

Mitochondria frequently undergo coordinated cycles of fusion (elongation, more efficient respiration) and fission (shortening, less efficient), which are called mitochondrial dynamics, to meet specific cellular requirements (54), but these dynamics are compromised with age (55). Ultrastructural studies revealed increased mitochondrial fusion (by 1.9-fold) in liver cells of aging CgA-KO mice compared to increased fission (by 2.2-fold) in aging WT mice (**Figures 7A–F**). In line with this, expression of genes involved in mitochondrial fission *Drp1* (dynamin 1-like) and *Fis1* (fission, mitochondrial 1) were increased in the liver of 2 yr old WT mice, whereas the expression of genes involved in mitochondrial fusion *Mfn1* (mitofusin 1) and *Opa1* (mitochondrial dynamin like GTPase) were increased in aging CgA-KO mice (1 and 2 yr old) (**Figures 7G–J**). These experiments show that mitochondrial remodeling is oppositely affected in aging CgA-KO mice compared to WT mice.

**Figure 7:**
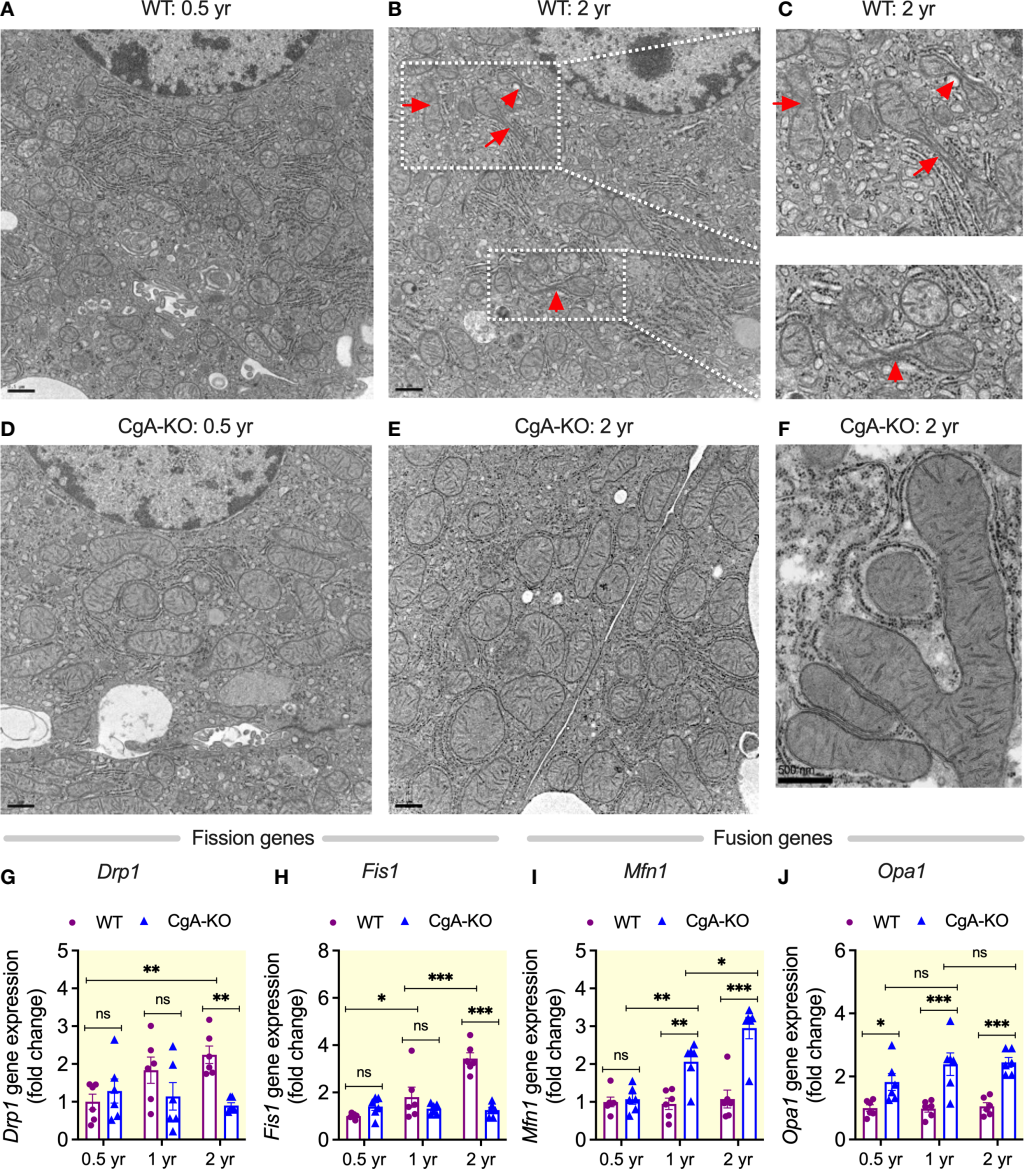
Increased mitochondrial fusion in aging CgA-KO mice. Electron micrographs of liver sections: **(A–C)** Mitochondrial fission in aging WT mice. **(D–F)** Mitochondrial fusion in aging CgA-KO mice. Scale bars: 0.5 µm **(A, B, D, E)**. Expression of mitochondrial fission genes in the liver of WT and CgA-KO mice: **(G)** *Drp1*. 2-way ANOVA: Interaction: p<0.05; Age: ns; Genotype: p<0.05. **(H)** *Fis1*. 2-way ANOVA: Interaction: p < 0.001; Age: p < 0.001; Genotype: p < 0.001. Expression of mitochondrial fusion genes: **(I)** *Mfn1*. 2-way ANOVA: Interaction: p < 0.001; Age: p < 0.001; Genotype: p < 0.001. **(J)** *Opa1*. 2-way ANOVA: Interaction: ns; Age: ns; Genotype: p < 0.001. *P < 0.05; **P < 0.01; ***P < 0.001.

### CgA-KO mice exhibit increased mitochondrial biogenesis

Aging is associated with decreases in mitochondrial density, a result of decreased mitochondrial biogenesis (56). *Sirt1* (sirtuin 1) (57), *Sirt6* (sirtuin 6) (58), and *Pgc1*α (peroxisome proliferative activated receptor, gamma, coactivator 1 alpha) (59) are involved in mitochondrial biogenesis and their expression decreases with aging. Although the density of mitochondria was decreased (by 19.8%) in the liver of aging WT mice **Figures 7A, B**), there were no significant changes in the expression of these genes (**Figures 8A–C**). In contrast, aging CgA-KO mice showed an increased (by 12.6%) mitochondrial density (**Figures 7D, E**) and an increased expression of the *Sirt1*, *Sirt6*, and *Pgc1a* genes (**Figures 8A–C**).

**Figure 8:**
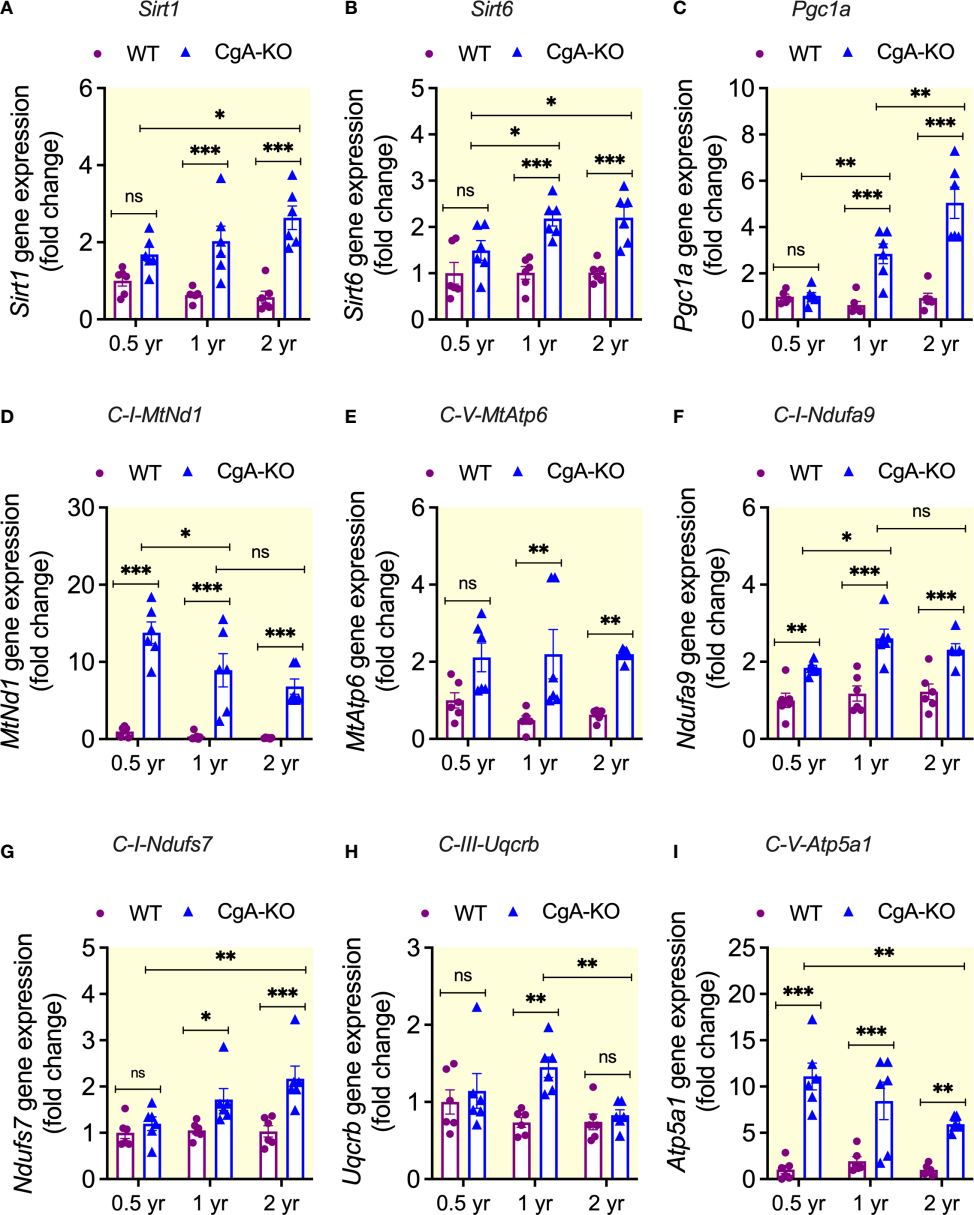
Increased expression of mitochondrial genes in CgA-KO mice. Expression of genes involved in mitochondrial biogenesis in the liver of WT and CgA-KO mice. 2-way ANOVA was used to analyze the following genes (n=6): **(A)** *Sirt1*. Interaction: p < 0.05; Genotype: p < 0.001; Age: ns. **(B)** *Sirt6*. Interaction: ns; Genotype: p < 0.001; Age: ns. **(C)** *Pgc1a*. Interaction: p < 0.001; Genotype: p < 0.001; Age: p < 0.001. Expression of mitochondrially encoded genes: **(D)** *MtNd1*. Interaction: p < 0.05; Genotype: p < 0.001; Age: p < 0.01. **(E)** *MtAtp6*. Interaction: ns; Genotype: p < 0.001; Age: ns. Expression of nuclear-encoded genes: **(F)** *Ndufa9*. Interaction: ns; Genotype: p < 0.001; Age: p < 0.05. **(G)** *Ndufs7*. Interaction: p < 0.05; Genotype: p < 0.001; Age: p < 0.05 **(H)** *Uqcrb*. Interaction: ns; Genotype: p < 0.01; Age: ns. **(I)** Atp5a1. Interaction: ns; Genotype: p < 0.001; Age: ns. *P < 0.05; **P < 0.01; ***P < 0.001.

### Differential expression of mitochondrial genes in WT and CgA-KO mice

Age-related mitochondrial deterioration (i.e., reduced mitochondrial DNA volume, integrity, and functionality) is associated with a decline in mitochondrial function (60). Therefore, we determined expression of mitochondria-encoded genes in aging WT and CgA-KO mice. While the expression of component of Complex I *MtNd1* (mitochondrially encoded NADH dehydrogenase 1) and Complex V *MtAtp6* (mitochondrially encoded ATP synthase 6) decreased in aging WT mice, the expression of those two genes remained consistently high in aging CgA-KO mice compared to WT mice (**Figures 8D, E**).

Nuclear-encoded proteins also play crucial roles in optimal functioning of mitochondria (61). Therefore, we also evaluated the expression of nuclear-encoded genes coding for mitochondrial components. The expression of Complex I *Ndufa9* (NADH: ubiquinone oxidoreductase subunit A9) and Complex I *Ndufs7* (NADH: ubiquinone oxidoreductase core subunit S7) were higher in aging CgA-KO mice compared to aging WT mice (**Figures 8F, G**). Increased expression of Complex III *Uqcrb* (ubiquinol-cytochrome c reductase binding protein) was evident in 1 yr old CgA-KO mice, but it declined in 2 yr old CgA-KO mice (**Figure 8H**). Finally, although CgA-KO displayed increased expression of Complex V *Atp5a1* (ATP synthase, H+ transporting, mitochondrial F1 complex, alpha subunit 1) from 0.5 yr to 2 yr compared to WT mice, there was a significant decrease in expression of this gene between 0.5 and 2 yr CgA-KO mice (**Figure 8I**).

### PST increases blood glucose and SBP in aging CgA-KO mice

We and others have previously reported that PST acts as an anti-diabetic peptide (14, 15, 62, 63). PST increases blood glucose levels in rodents by activating gluconeogenesis and glycogenolysis (14, 64). Since CgA-KO mice lack PST, we reasoned that supplementation of CgA-KO mice with PST would increase blood glucose levels. Indeed, intraperitoneal administration of PST (2 µg/g body weight/day for one month) increased blood glucose levels in 0.5, 1, and 2, yr old CgA-KO mice (**Figure 9A**). It has been recently shown that PST is associated with hypertension in humans (65). In congruence with these findings, we observed increased blood pressure after chronic supplementation of aging CgA-KO mice with PST (**Figure 9B**). Since PST is a pro-inflammatory peptide (15), the present findings also support inflammation-induced blood pressure in aging WT mice.

**Figure 9:**
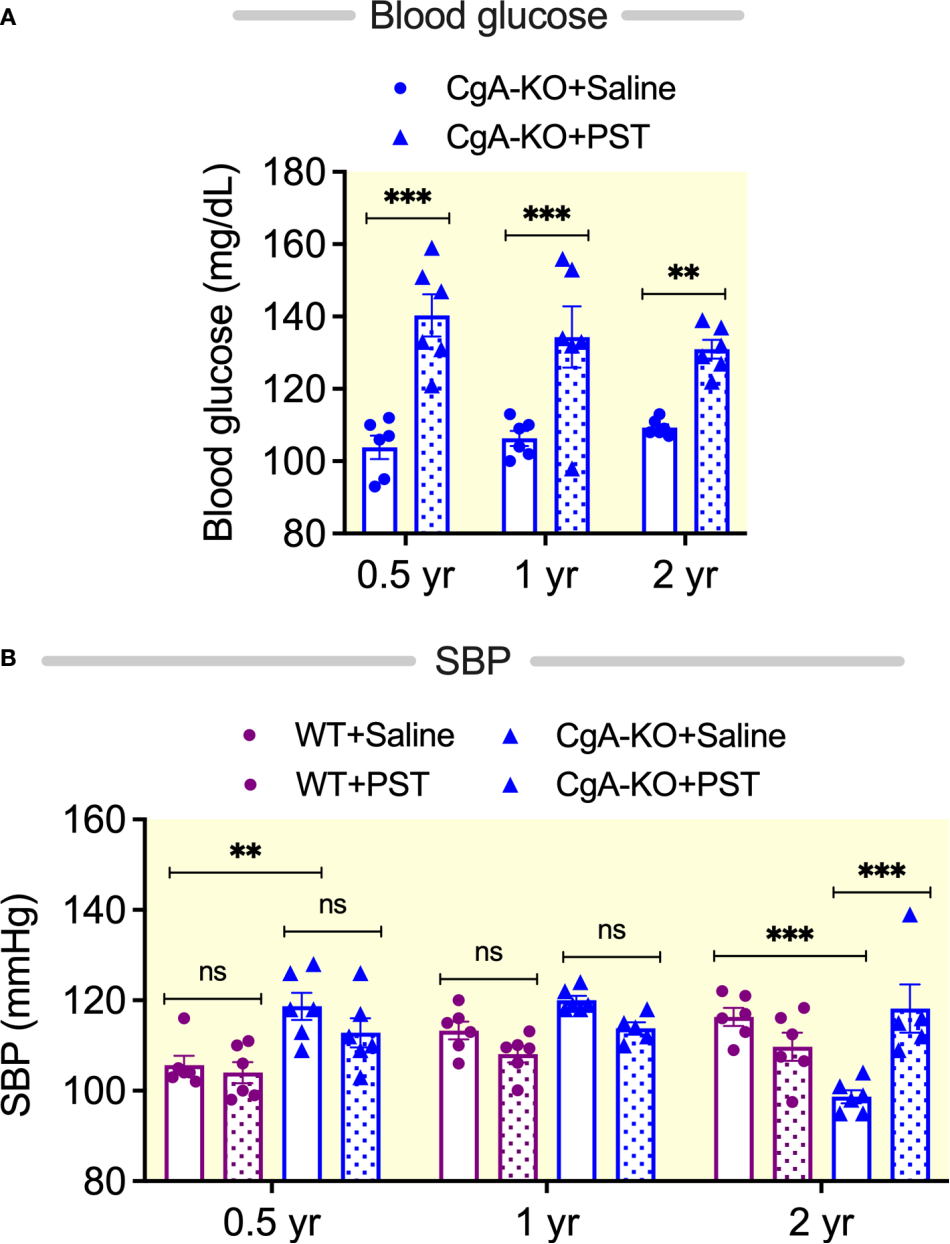
PST-induced changes in blood glucose and blood pressure. PST increases blood glucose in CgA-KO mice. **(A)** Blood glucose in PST (2 µg/g BW for 30 days intraperitoneal injection)-treated mice. 2-way ANOVA: Interaction: ns; Age: ns; Genotype & Treatment: p < 0.001. PST increases SBP in aging CgA-KO mice. **(B)** SBP in PST-treated mice. 3-way ANOVA: Age: ns; Genotype: p < 0.01; Treatment: ns; Age: x Genotype: p < 0.001; Age: x; Treatment: p < 0.01; Genotype: x; Treatment: p < 0.05; Age x; Genotype: x; Treatment: p < 0.001. **P < 0.01; ***P < 0.001.

## Discussion

The precise mechanisms of aging are incompletely understood. Extensive research has led to the enumeration of hallmarks of aging including genomic instability, epigenetic alterations, loss of proteostasis, deregulated nutrient sensing, mitochondrial dysfunction, chronic inflammation and altered intercellular communication (66, 67). We focus our discussion on the role of CgA in inflammation, glucose metabolism, hypertension, and mitochondrial health, in the context of aging-related regulation of gut permeability on the spread of bacterial DNA and levels of Vsig4/CRIg.

### Bacterial DNA, Vsig4/CRIg and aging

The gut barrier separates trillions of microbes, microbial toxins, and food antigens from the lumen (outside of the gut) and the gut, the largest immune system in the body (68–70). A “leaky gut” allows entry of microbes and microbial products through the epithelium and causes systemic inflammation and associated diseases, including metabolic syndrome, neurodegenerative diseases, and cancer. Aging is associated with a compromised gut barrier (68–70). The widened tight junctions and adherens junctions in aging WT mice found in our study seem therefore consistent with the existing literature. We have recently reported that the high blood pressure in diet-induced obese (DIO) mice was due to the bacterial DNA-induced inflammation of the adrenal medulla and the consequent hypersecretion of norepinephrine (37). Other reports revealed a low-grade tissue inflammation owing to accumulation of bacterial DNA and the consequent development of insulin resistance (29, 71, 72). Therefore, accumulation of bacterial DNA in tissues apparently contributes to high blood pressure and decrease insulin sensitivity in aging WT mice.

The liver plays a critical role in filtering bacteria and their byproducts from the portal vein draining the intestine (29). The ability of the liver to remove bacterial components from the bloodstream is mainly attributed to phagocytosis by Kupffer cells (KCs), the resident macrophages of the liver (25, 26). KCs express Vsig4/CRIg, which is critical for KCs to efficiently bind and phagocytize complement C3-opsonized bacterial products (25, 27, 73). Therefore, the increased expression of Vsig4/CRIg in the liver of 2-year-old CgA-KO mice is most likely responsible for the efficient removal bacterial DNAs in the liver and the consequent decreased accumulation of bacterial DNA in most, if not all, organs. This is further aided by the tighter gut barrier in CgA-KO mice (74).

However, a limitation of this study is that not all results obtained in this study were from the same animals, and we were therefore unable to perform a correlation analysis.

### Effect of Vsig4/CRIg on inflammation, insulin resistance and cardiac function

One of the major and consistent changes that occurs during aging is the dysregulation of the immune response, leading to a chronic systemic inflammatory state (75). Even in the absence of overt inflammatory disease, healthy older people exhibit high serum concentrations of C-reactive protein (CRP) and other inflammatory mediators such as IL-6, IL-8, and TNF-α (76). This so-called inflammaging has been reported to be associated with an increased risk of mortality in healthy and frail older adults (76). It is not clear as to how a chronic inflammatory state develops with the progression of age. It is possible that the gut dysfunction due to enhanced permeability and low levels of Vsig4/CRIg are early events associated with aging. The resultant increased circulating and tissue bacterial DNA activates inflammatory pathways to remove the pathogens and pathogenic products that are not cleared in the liver. We found that many of the inflammatory phenotypes are reversed in CgA-KO, as we found decreased levels of TNF-α, IFN-γ and CCL2 in older CgA-KO mice. An increased expression of Vsig4/CRIg is known to suppress inflammatory pathways including reduced levels of TLR4, NLRP3 and IL-1β (77, 78). The elevated expression of *Vsig4* in aging CgA-KO mice might therefore explain “healthy aging” in CgA-KO mice.

We further show that GSIS and post receptor insulin signaling are compromised in aged mice. Inflammation and aging are long known to be closely associated with insulin resistance and glucose metabolism. Aging impairs insulin-mediated glucose uptake, and reduces the ability to suppress hepatic glucose output (49). It has been recently reported that the leakage of gut microbial DNA-containing extracellular vesicles (mEVs) results in a marked accumulation of bacterial DNA in metabolic tissues (e.g., liver, skeletal muscle, adipose tissue, adrenal medulla, and pancreatic islets) in obesity, eventuating in obesity-associated tissue inflammation and insulin resistance (29, 37, 72). Obesity suppresses Vsig4/CRIg+ expression in Kupffer cells in the liver, facilitating accumulation of bacterial DNAs in host tissues.

While post-receptor insulin signaling was compromised in WT mice, insulin signaling remained intact in CgA-KO mice. This is consistent with the report that Vsig4/CRIg activates AKT suppressing inflammation. The increased expression of Vsig4/CRIg in aging CgA-KO mice, therefore, likely not only resulted in more effective clearance of bacterial DNA, but also increased insulin sensitivity by activating the AKT and suppressing inflammatory pathways.

Age is a powerful risk factor for hypertension, and cardiovascular death (6, 7, 79–81). The present study shows that while aging caused hypertension in WT mice, high BP in 0.5-year-old CgA-KO mice was spontaneously reversed in 2-year-old CgA-KO mice. One of the factors that controls blood pressure is increased spillover of NE from sympathetic nerve endings in the heart and kidney. Increased spillover of NE in the heart (48, 82–85) and kidney (86–88) partly accounts for increased blood pressure in 2-year-old WT mice. Since inflammation-induced hypertension has been reported previously (13, 37), we believe that the bacterial DNA-induced inflammation of the heart may also contribute to the high blood pressure in aging WT mice. It therefore seems likely that the heart of aging CgA-KO mice shows less inflammation than the heart of aging WT mice, but his must be experimentally confirmed.

Conversely, spontaneous reversal of blood pressure in aging CgA-KO mice could be due to decreased spillover of NE in heart and kidney as well as increased expression of Vsig4/CRIg and the consequent removal of bacterial DNAs and diminution of inflammation. This is further substantiated by the increase in blood pressure in normotensive 2-year-old CgA-KO mice after treatment with the pro-inflammatory peptide PST.

### Mitochondrial dysfunction and senescence

Aging is associated with mitochondrial dysfunction, including decreased oxidative capacity with increased oxidative damage, and hyperglycemia induces mitochondrial fragmentation/fission with enhanced respiration and increased ROS production. Our data show that aging WT mice had increased mitochondrial fission, which may result in increased ROS production (89). In contrast, aging CgA-KO mice showed more mitochondrial fusion, a process by which damaged mitochondria may acquire undamaged genetic material and maintain functionality (90). Moreover, electron transport has been reported to be optimal for ATP production in elongated/fused mitochondria (91). Therefore, the mitochondrial organization and the increased mitochondrial biogenesis in aging CgA-KO mice likely support a healthy metabolism. In aging WT mice, the mitochondria are not only more fragmented, but their biogenesis is impaired owing to an age-associated decline in *Pgc1a* expression (92) and this is associated with a loss of mitochondrial content and function (92). It can therefore be expected that oxidative stress is higher and mitochondrial respiration is lower in aging WT mice compared to CgA-KO mice, although this need to be experimentally confirmed.

Other important proteins are the 13 mtDNA-encoded genes that are all components of the respiratory chain or the ATP synthase, and whose expression is directly related to oxidative phosphorylation (93). Notably, their expression reflected by complex I and IV activity decreases with age in the liver of mice (94). Consistent with this report, we found decreased expression of *MtNd1* and *MtAtp6* in aging WT mice, while the expression of those two genes remained consistently high in aging CgA-KO mice.

The mtDNA also has a higher rate of mutation (92) and has a higher rate of oxidative damage. There is a substantial (up to 40%) reduction in rat liver mitochondria of old animals (24 months) in comparison with young animals (3-4 months) (95). The current evidence suggests that mtDNA mutations and impaired OxPhos are primarily responsible for premature aging (96). Like the expression of the *MtNd1* gene, nuclear encoded complex I genes *Ndufa9* and *Ndufs7* are also overexpressed in aging CgA-KO mice compared to aging WT mice. Together, these findings suggest that the organization and function of mitochondria are improved in aging CgA-KO mice. Improved mitochondrial function in aging CgA-KO mice is possibly due to increased expression of Vsig4/CRIg as it has been recently shown that Vsig4/CRIg activates the PI3K-AKT-STAT3 signaling axis, which leads to PDK2 upregulation and activation, thus inhibiting mitochondrial pyruvate metabolism and suppressing mitochondrial reactive oxygen species secretion (97).

### CgA regulates healthy aging

In the current work, we show that CgA-KO mice represent a model for “healthy aging”. This data strengthens the notion that CgA is a target for treatment of aging-related diseases hypertension and metabolism. A key open question is whether the processing of CgA is altered upon aging. Proteolysis of CgA yields multiple peptides, including CST and PST which have opposite functions, at least in terms of glucose metabolism and regulation of blood pressure. Perhaps the conversion of CgA into these bioactive peptide fragments alters upon aging, for example due to altered expression of proteases. However, another possibility is that the processing does not alter but that downstream signaling alters upon aging. In addition, it will be important to translate these findings to human and determine whether CgA also plays a role in regulation of the gut permeability in human.

## Data availability statement

The data presented in the study are deposited in the NCBI Gene Expression Omnibus (GEO) repository, accession number GSE217145.

## Ethics statement

All studies with mice were approved by the UCSD and Veteran Affairs San Diego Institutional Animal Care and Use Committees and conform to relevant National Institutes of Health guidelines.

## Author contributions

ML, SS, SJ, KT, HG, ZJ, WM and SM researched data. ML, SS, WY, GG and SM analyzed the data. ML, GG and SM wrote the manuscript. SJ, WY, FM and GB participated in discussion and reviewed/edited the manuscript. SM conceived the study and made the graphics. ML, SS, SJ, KT, HG and SM are the guarantor of this work and take responsibility for the integrity of the data and the accuracy of the data analysis. All authors contributed to the article and approved the submitted version.

## Funding

This research was supported by a grant from the Department of Veterans Affairs (I01 BX003934 to SM) and the National Institutes of Health (R01 GM 085490 to GG; 1 R21 AG072487-01 and 1 R01 AI163327-01A1 to GG and SM; R00DK115998, R21HD107516, and R01DK125560 to WY). FM is a National Health and Medical Research Council Senior Research Fellow (GNT1060075).

## Acknowledgments

Transmission Electron Microscopy was conducted at the Cellular & Molecular Medicine Electron Microscopy Core Facility at UCSD.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

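RNA from the livers of 3 WT and 3 CgA-KO male mice was analysed, with 1 library per mouse. The paper's methods describe poly(A)-selected libraries and paired-end sequencing on an Illumina NovaSeq. The values are estimated counts per gene symbol, which the authors made by quantifying transcripts with Salmon against the GRCm38 transcriptome and which hold whole numbers without normalization, as deposited. The methods state that read counts under 1 were left out later on; genes at 0 are still listed. How transcripts were summed to genes and which annotation release was used are not named in the paper's text. The labels of all 6 samples give an age of 2 years and no batch or date. All 6 libraries were used.
A symbol that stood in the counts more than once (58 symbols, 136 entries) was kept as separate entries, with a number after the symbol from the second one on, and such entries were not placed on the genome. Positions came from the GENCODE M21 annotation of GRCm38 for 30893 entries by symbol and for 461 by a synonym, and 858 had none. Floors for a count of 0 are 3 counts and cover counting error only.
Genotypes were compared with edgeR 4.0.16 in R 4.3.3: genes kept by filterByExpr with the genotype groups (count minimum 10, total minimum 15), TMM scaling, a model with genotype alone, glmQLFit without robust estimation, glmQLFTest, and adjustment by Benjamini and Hochberg with a threshold of 0.05. Fold changes are CgA-KO over WT. Standard errors of log2 fold changes were taken as the size of the log2 fold change divided by the square root of the F statistic. The common biological coefficient of variation was 0.288. Levels are CPM after TMM scaling, as mean and SD over the mice of a genotype, and log2 CPM used a prior count of 2. The names of the libraries do not pair the mice of both genotypes.
A total of 44 lists of genes were fixed in advance, for cholesterol synthesis, sterol uptake and sensing, fatty acid synthesis, fatty acid oxidation, gluconeogenesis, bile acid synthesis, insulin signalling, Kupffer cells, macrophages, monocytes, neutrophils, T cells and natural killer cells, B cells and plasma cells, dendritic cells, endothelial cells, stellate cells and fibrosis, bile duct cells, red cells, proliferation, hepatocytes, type I interferon response, interferon gamma response, inflammatory cytokines, acute phase, complement, clock genes of the Arntl phase, clock genes of the Dbp phase, male-biased genes, female-biased genes, growth hormone and IGF axis, genes of the mitochondrial genome, nuclear genes of the respiratory chain, mitochondrial fission and fusion, mitochondrial biogenesis, unfolded protein response, immediate early genes, fetal and tumour markers, pericentral genes, periportal genes, genes of the sex chromosomes, granins, genes of Fig. 3C and 3D, genes of Fig. 3B and genes of the RT-qPCR of other figures. Of these, 39 entered camera (limma 3.58.1) with a preset correlation of 0.01, with an estimated correlation and with replicate number as a block, and fry, which asks whether the genes of a list move on balance. Each list's count was taken over all genes tested and adjusted over the list alone. No annotation of Gene Ontology or Hallmark sets was used here. The rule for the genes named, likewise fixed in advance, covered the genes of Fig. 3B, 3C and 3D, whose values in the paper had been seen, and the 10 genes with the largest change in each direction among called genes with an average log2 CPM of at least 1 and no overlap between genotypes. It further covered up to 4 members of each list with the smallest p and up to 2 in the other direction, Chga, the genes of the sex chromosomes, and called genes within 5 Mb of Chga. Some genes under this rule are not reported here.
Genes near Chga were compared with other tested genes by Fisher's exact test, 2-sided, with windows of 5, 10 and 2 Mb. Vsig4 was set against the mean log2 CPM of other genes with exact permutation tests, 2-sided, whose smallest p with 3 against 3 mice is 0.10. Pearson correlations and principal components used log2 CPM of all tested genes or of the 500 most variable. The other settings were DESeq2 1.42.0 (Wald test, on genes with a total of at least 1 count), RLE size factors, upper-quartile scaling, library size alone, other filters on low counts or none, replicate number as a block, and leaving out each library in turn. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. The tests were tried on simulated data with the means, depths and spread of these libraries, in which 200 genes were changed.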

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

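The tests of the time of day, of the reads of Serpina1e and of the genes near Chga without those of Fig. 3B or without single libraries, as weighed here, were chosen after the results were seen.
The paper does not discuss the circadian clock, whose genes differed between the genotypes. Of 4 clock genes that peak with Arntl, 4 were higher in CgA-KO (also 4 adjusted over the list alone; camera adjusted p = 6.3e-09, and adjusted p = 0.101 with an estimated correlation). Of 12 that peak opposite to it, 9 were lower (10 adjusted over the list alone; camera adjusted p = 3.4e-14, and adjusted p = 0.101 with an estimated correlation), 2 of them labelled in Fig. 3B, which makes 13 clock genes in all. Arntl, the core activator of the clock, had a log2 fold change of 4.44 (standard error 0.34, adjusted p = 0.00242), its partner Npas2 had 4.32 and the repressor Per2 had -2.74. The Arntl phase count moved to 2 without WT replicate 2 or 3 or CgA-KO replicate 1. The mean log2 CPM of the Arntl phase minus that of the Dbp phase was -4.75 to -4.03 in WT and -0.53 to 0.43 in CgA-KO livers.
A candidate explanation for the clock genes is collection at another time of day, which cannot be told apart from a change of the clock by the genotype, since the hour of collection is not named in the paper's text. The gap between the lowest CgA-KO and the highest WT liver in the difference between the phases was 3.50 on the log2 scale, which both would give. A change of the clock by the genotype was not tested. Another hour of collection would also bear on other genes that vary over the day, those of the metabolic lists included. Their differences were not separated from it here. Among genes of the Dbp phase that were not called, chosen after their values were seen, Nr1d1 had a log2 fold change of 0.21, Per1 -0.31 and Ciart -2.19.
Genes within 5 Mb of Chga, the targeted gene, were called more often than others, 15 of 73 (20.5%) against 12.0% elsewhere (Fisher's exact test, 2-sided, p = 0.0445). Of them, 6 of 15 Serpina genes were called, and 8 of 57 (14.0%) of the others apart from Gm8893. The test was planned after Serpina1e, Serpina12 and Serpina3c had been seen in Fig. 3B, and it counts neighbouring genes as independent. With DESeq2 the odds ratio was 2.42, and with edgeR the exact p was 0.0213 within 2 Mb and 0.064 within 10 Mb. The exact p was 0.0984 without WT replicate 1 (odds ratio 1.61), against an odds ratio of 3.18 without WT replicate 2, 6.15 without WT replicate 3, 3.35 without CgA-KO replicate 1 and 3.41 without CgA-KO replicate 2. The level of Serpina1e fell by more than reads moved to the pseudogene Gm8893 could account for: the gain of Gm8893 was 547 CPM, 10.4% of the 5281 CPM that Serpina1e lost. Whether the rise of Gm8893 itself comes from such reads stays open. DNA of another mouse strain next to the targeted gene and an effect of the knockout on its neighbours cannot be told apart here, since both would give more calls nearby. Without the genes of Fig. 3B, all of them called, so that leaving them out lowers the ratio by construction, the odds ratio was 1.41 (exact p = 0.268, 11 of 69 genes), a value that does not separate them. An effect of the genotype on these genes through other pathways was not tested. Serpina1e is also one of the male-biased genes counted as lower below, so both results share it.
The paper does not discuss the type I interferon response, in which 14 of 20 genes were higher by edgeR, 6 of the 20 above 10 CPM in WT liver (16 adjusted over the list alone; camera adjusted p = 2.8e-14, and adjusted p = 0.176 with an estimated correlation; 6 higher without WT replicate 3, 9 without CgA-KO replicate 1). Genes of T cells and natural killer cells are also outside its discussion, and 10 of 17 were higher by edgeR, with 0 of the 17 above 10 CPM in WT liver (15 adjusted over the list alone; camera adjusted p = 1.1e-07, and adjusted p = 0.257 with an estimated correlation; 0 higher without WT replicate 2, 0 without WT replicate 3, 4 without CgA-KO replicate 2). The sex bias of liver genes is not discussed in the paper either, and of 14 tested genes with more expression in female liver, 6 were higher and 1 lower (8 and 1 adjusted over the list alone; camera adjusted p = 3.1e-05, and adjusted p = 0.176 with an estimated correlation). The count of higher female-biased genes moved to 3 without WT replicate 2 and to 2 without WT replicate 3. Of the 14 tested genes, 2 were above 10 CPM in WT liver, so a fall was harder to call than a rise. Over genes with at least 10 counts in every library, 2 were called higher.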

How the results depend on the processing

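Leaving out libraries in the comparison of genes near Chga and in the separation of the genotypes was chosen after the results were seen.
Of 218 named genes that were tested, no call reversed under any of the settings below in which the gene was tested. Under DESeq2 0 calls were lost and 26 gained, under RLE size factors 2 calls were lost and 0 gained, and under upper-quartile scaling 2 calls were lost and 3 gained. Under library size alone 9 calls were lost and 6 gained, with no filter on low counts 5 calls were lost and 1 gained, and with replicate number as a block 15 calls were lost and 2 gained. Over genes with a total of at least 1 count 0 calls were lost and 7 gained, and under both filters on counts in every library 0 were lost among the named genes still tested, 212 at 1 count and 182 at 10 counts. Without WT replicate 3, 67 calls of named genes were lost, and without WT replicate 2, 52. Leaving out WT replicate 1 ended 8, CgA-KO replicate 1 27, CgA-KO replicate 2 33 and CgA-KO replicate 3 19, in fits with fewer samples.
Against 1676 changed genes, 512 of them lower and 0 past the thresholds of the volcano plot with edgeR and TMM (4007 at an unadjusted p under 0.05), the count was 1399 to 2579 over the other tools, scalings and filters. With DESeq2, the counts were 2579 genes changed, 952 genes lower, 367 past the thresholds of the volcano plot, fatty acid synthesis 11 lower (against 7), fatty acid oxidation 6 changed (against 2), bile acid synthesis 3 lower (against 1), B cells and plasma cells 2 higher (against 1) and endothelial cells 4 higher (against 2). Further counts with this setting were red cells 4 higher (against 2), proliferation 7 higher (against 4), hepatocytes 2 changed (against 0), complement 2 changed (against 0), male-biased genes 8 lower (against 5), nuclear genes of the respiratory chain 1 changed (against 0), mitochondrial biogenesis 1 changed (against 0) and unfolded protein response 3 changed (against 0). Further counts with this setting were immediate early genes 9 higher (against 5), pericentral genes 2 higher (against 1) and periportal genes 2 changed (against 0). With RLE size factors, the counts were red cells 1 higher (against 2) and pericentral genes 0 higher (against 1). With upper-quartile scaling, the counts were red cells 4 higher (against 2), pericentral genes 0 higher (against 1) and periportal genes 1 changed (against 0). Scaled by library size alone, the counts were 197 genes lower, 1 past the thresholds of the volcano plot, gluconeogenesis 1 changed (against 2), red cells 4 higher (against 2), proliferation 2 higher (against 4), growth hormone and IGF axis 4 higher (against 2), immediate early genes 9 higher (against 5) and pericentral genes 2 higher (against 1). Further counts with this setting were periportal genes 1 changed (against 0). Over genes with a total of at least 1 count, the counts were 15 past the thresholds of the volcano plot, bile acid synthesis 2 lower (against 1), B cells and plasma cells 2 higher (against 1), red cells 4 higher (against 2) and immediate early genes 9 higher (against 5). Over genes with at least 1 count in every library, the counts were neutrophils 3 higher (against 6) and red cells 1 higher (against 2). With no filter on low counts, the counts were 15 past the thresholds of the volcano plot, fatty acid oxidation 1 changed (against 2), gluconeogenesis 1 changed (against 2), B cells and plasma cells 2 higher (against 1) and fetal and tumour markers 0 higher (against 1). Over genes with at least 10 counts in every library, the counts were neutrophils 2 higher (against 6), T cells and natural killer cells 5 higher (against 10), red cells 1 higher (against 2), proliferation 1 higher (against 4), female-biased genes 2 higher (against 6) and fetal and tumour markers 0 higher (against 1). With replicate number as a block, the counts were fatty acid oxidation 1 changed (against 2), bile acid synthesis 2 lower (against 1), T cells and natural killer cells 6 higher (against 10), B cells and plasma cells 2 higher (against 1), red cells 0 higher (against 2), proliferation 0 higher (against 4), acute phase 1 higher (against 3) and male-biased genes 8 lower (against 5). Further counts with this setting were fetal and tumour markers 0 higher (against 1) and pericentral genes 0 higher (against 1). Scaling by library size alone moved the median log2 fold change of all genes by 0.27. The stricter filters test fewer genes, and beyond that the cause was not tested.
With 1 library left out, 364 to 2127 genes were called, 250 to 1583 higher and 114 to 544 lower, the lowest without WT replicate 3 and the highest without WT replicate 1, and 0 to 1 passed the thresholds of the volcano plot. For the metabolic and cell type lists, the lowest and highest counts with 1 library left out were cholesterol synthesis 11 to 17 lower, fatty acid synthesis 3 to 7 lower, fatty acid oxidation 0 to 3 changed, gluconeogenesis 1 to 2 changed, bile acid synthesis 0 to 2 lower, insulin signalling 1 to 4 changed, Kupffer cells 5 to 8 higher and monocytes 3 to 7 higher. Further ranges were neutrophils 0 to 6 higher, T cells and natural killer cells 0 to 14 higher, B cells and plasma cells 0 to 3 higher, dendritic cells 0 to 9 higher, endothelial cells 1 to 3 higher, stellate cells and fibrosis 0 to 7 higher, red cells 0 to 2 higher and proliferation 0 to 11 higher. In the next lists they were hepatocytes 0 to 1 changed, type I interferon response 6 to 13 higher, interferon gamma response 3 to 16 higher, inflammatory cytokines 3 to 14 higher, acute phase 1 to 3 higher, complement 0 to 1 changed, clock genes of the Arntl phase 2 to 4 higher and male-biased genes 3 to 10 lower. The last ranges were female-biased genes 2 to 8 higher, growth hormone and IGF axis 1 to 2 higher, nuclear genes of the respiratory chain 0 to 2 changed, unfolded protein response 0 to 1 changed, immediate early genes 1 to 5 higher, fetal and tumour markers 0 to 1 higher and pericentral genes 0 to 1 higher. These fits had fewer samples, and beyond that the cause was not tested.
Of 39 lists, 22 passed camera at the preset correlation, 21 with the block, 17 passed fry and 0 passed camera with an estimated correlation, where the smallest adjusted p was 0.0893, for Kupffer cells. Calls near Chga had an odds ratio of 1.58 within 10 Mb, not past the test, and of 1.61 to 6.15 with 1 library left out, not past the test without WT replicate 1. It was 1.41 without the genes of Fig. 3B, all of them called, which lowers it by construction. The mean correlation within genotypes was higher than that between them by 0.0482, by 0.229 over the 500 most variable genes, and by 0.0399 to 0.0582 with 1 library left out. For these values the cause was not tested.
In the 10 ways to split the libraries into 3 and 3, 1 split, that of the genotypes, gave 1676 genes by edgeR and the highest other gave 0. In the other splits at most 883 had an unadjusted p under 0.05 and DESeq2 called at most 43. Too few splits exist for a share under 0.05. Each other split mixes the genotypes, so a difference between them adds to the spread within its groups and lowers its calls. The low counts there are thus no measure of what chance alone would give.
In simulated data with the depth and spread of these libraries, edgeR called 16 of 100 genes changed by 1 on the log2 scale and 72 of 100 changed by 2, with 11 unchanged genes called. DESeq2 called 41 and 82, with 44 unchanged genes called. In all, edgeR called 99 simulated genes and DESeq2 167. Only 200 of 13867 genes were changed in the simulation, against 1676 called by edgeR in the data, and genes were drawn independently. These shares therefore do not measure how many changed genes were found in the data. WT replicate 1 held the fewest counts of the 6 libraries, 10558616. Counts were enough for a test in 9 of 15 neutrophil genes, 14 of 22 female-biased genes and 0 of 8 granins, and whether more depth would change this was not tested.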

Differences from the paper's values

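Scaling to Rplp0 was chosen after the values were seen, and all other settings before the data were examined. The paper's folds in Fig. 3C and 3D are from RT-qPCR relative to Rplp0, and the values set beside them are folds of CPM from edgeR, CgA-KO over WT. A fold counts as different when it lies over 1.5 times from the paper's. Except for Vsig4, it must also lie further away than the SD of CgA-KO over the WT mean. Idi1, at 0.227 against about 0.34 in Fig. 3D, read by eye, was not different, though it was with DESeq2 (0.224), among other settings.
For Vsig4 the paper's fold is 36 in its text, against 10.2 here. None of the 15 other settings brought it within 1.5 times of the paper's, with 8.18 to 13.8 over all settings and 12.3 relative to Rplp0. For Lpl the paper's fold is about 11 in Fig. 3C, read by eye, against 5.88 here, 4.95 to 7.07 over all settings and 6.47 relative to Rplp0, none of which closed the difference. For Niban1 the paper's fold is about 20 in Fig. 3C, read by eye, against 8.51 here. Without WT replicate 1 the fold of Niban1 was 16.7 and the difference was closed, and the 14 other settings and Rplp0 (11.4) did not close it.
For Sqle the paper's fold is about 0.6 in Fig. 3D, read by eye, against 0.311 here, with 0.282 to 0.374 over all settings and 0.356 relative to Rplp0, and no setting closed it. The paper's fold of Fabp5 is about 0.32 in Fig. 3D, read by eye, against 0.156 here, with 0.104 to 0.207 over all settings and 0.160 relative to Rplp0, none of which closed it. The paper's fold of Fdps is about 0.47 in Fig. 3D, read by eye, against 0.259 here, with 0.220 to 0.312 over all settings and 0.284 relative to Rplp0, none of which closed it. The paper's fold of Mvd is about 0.39 in Fig. 3D, read by eye, against 0.255 here. Its difference was closed in 7 of 15 settings: upper-quartile scaling, library size alone, genes with at least 10 counts in every library, and without WT replicate 1, WT replicate 2, CgA-KO replicate 1 or CgA-KO replicate 3. It stayed in the others (DESeq2, RLE size factors, the other filters, the block, and without WT replicate 3 or CgA-KO replicate 2). Relative to Rplp0, chosen after the values were seen, the fold of Mvd was 0.300, which also closed it, and no calls were made on this scale.
The axis of Fig. 3B runs as WT over CgA-KO, so log2 fold changes are given on that scale here. A value counts as different when it lies more than its own standard error from the paper's. This rule lists values and is no test, since the paper's values were read by eye. Smc1b was at about -5.7 in the paper's Fig. 3B, read by eye, against -3.80 here, and none of 14 settings closed the difference (-4.22 to -3.07). Ms4a4c was at about -5.1 in the paper's Fig. 3B, read by eye, against -4.25 here, and of 14 settings library size alone and leaving out WT replicate 2 closed the difference (-4.83 to -3.92).
The paper states an upper limit on the adjusted p of the genes chosen for RT-qPCR, by DESeq2. DESeq2 gave adjusted p-values above that limit here for Niban1 (adjusted p = 1.39e-07) and Fabp5 (adjusted p = 5.77e-07), and below it for the other genes of that choice.
The paper writes of inflammatory pathways that are downregulated in the knockout. Of 19 genes of inflammatory cytokines, chemokines and sensors, 10 were higher (median log2 fold change 2.26) and 0 lower by edgeR (0 lower at an unadjusted p under 0.05, 0 lower by DESeq2), with 3 higher without WT replicate 2, 3 without WT replicate 3, 6 without CgA-KO replicate 1 and 6 without CgA-KO replicate 3. Markers of leukocytes moved in the same direction, with a median of 2.90 for macrophages, 2.94 for monocytes and 3.65 for T cells and natural killer cells. Of the 19 inflammatory genes, 5 were above 10 CPM in WT liver, which limits the falls that could be called. The list also holds Il10, which the paper describes as anti-inflammatory. Its members, Tgfb1 and Nfkbia among them, were not sorted by whether they promote or restrain inflammation. The count is thus no measure of the level of inflammation.
The paper gives directions by RT-qPCR in livers of 2-year-old mice for genes of Fig. 2, 4, 7 and 8. It also states that its results did not all come from the same animals, and the RT-qPCR mice were not matched here to those sequenced. Of 17 of these genes that were tested here, 5 had a log2 fold change of the sign in the paper and 12 of the opposite sign. These signs are from counts scaled by TMM, whereas the paper's RT-qPCR is relative to Rplp0. Scaling to Rplp0 was not applied to these genes, and it could change the sign of small values. edgeR called 0 of 18 tested genes, 6 had an unadjusted p under 0.05, and DESeq2 called 3. In the paper Tnf and Ccl2, genes of inflammatory cytokines, are lower in CgA-KO, and here they had log2 fold changes of 2.13 (standard error 0.81) and 2.55 (standard error 0.81), higher by DESeq2. Their log2 fold changes moved without WT replicate 1 for Tnf (3.08), and without CgA-KO replicate 3 for Ccl2 (1.23). edgeR also called Tnf higher without WT replicate 1, and Ccl2 higher without CgA-KO replicate 2 and over genes with a total of at least 1 count. Il10, higher in the paper, had 2 counts in WT and 44 in CgA-KO livers and was higher by DESeq2, and by edgeR without WT replicate 1 and over genes with a total of at least 1 count. Uqcrb, without a difference in the paper, was lower by edgeR without WT replicate 1. Ifng, lower in the paper, was not tested, with 6 counts in WT and 27 in CgA-KO livers. The other 10 genes of the opposite sign were Pck1, G6pc, Dnm1l, Mfn1, Opa1, Sirt1, ND1, Ndufa9, Ndufs7 and Atp5a1, with log2 fold changes of -0.50 to 0.29. Of these 10, only Ndufs7 lay more than 2 standard errors from 0, so the signs of the others are uncertain. Of the sign in the paper were Il10, Fis1, Sirt6, Ppargc1a and ATP6.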

Other observations

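The tests of Vsig4 against the Kupffer cell, macrophage and endothelial genes, as weighed here, were chosen after the results were seen.
A lower share of hepatocyte RNA as the source of the higher Vsig4 would raise the genes of all other cell types alike, but the median log2 fold change of 14 endothelial genes was -0.0714 (median absolute deviation 0.336), against 3.35 for Vsig4. A larger amount of RNA from Kupffer cells stays open. Vsig4 rose by 1.72 more than the mean of the other Kupffer cell genes (1.28 to 2.04 with 1 library left out). However, that mean includes genes with a high level in WT liver. It also includes Marco, lower in CgA-KO replicates 1 and 3 than in every WT liver. Cd5l and Timd4 (3.57, and 4.24 without WT replicate 1) rose more than Vsig4. A rise shared with the 20 general macrophage genes may account for Vsig4, since its excess over their mean was 0.50 (0.28 without CgA-KO replicate 3) and the genotypes overlapped, though not without WT replicate 2 (excess 0.62) or CgA-KO replicate 1 (excess 0.68). Above 10 CPM in WT liver were 7 Kupffer cell, 11 macrophage and 9 endothelial genes; the study chose 1 of them, Vsig4, and no other is in another of the lists. A change of expression within macrophages by the genotype, and more macrophages in the tissue, stay open and were not tested.
Genes with more expression in male than in female liver were lower in CgA-KO, 5 of 22 (7 adjusted over the list alone; camera adjusted p = 2.6e-09, and adjusted p = 0.217 with an estimated correlation), 2 of them in Fig. 3B, and none was higher by edgeR, at an unadjusted p under 0.05 or by DESeq2. Of 14 genes of growth hormone signalling and the IGF axis, 2 were higher (3 higher and 2 lower adjusted over the list alone; camera adjusted p = 0.292), Igfbp3, which binds IGF1, with a log2 fold change of 2.10, and Igfbp1, another binding protein, with 3.16. The adjusted p was above 0.05 without WT replicate 2 for Igfbp1 (0.0547), and without WT replicate 3 for Igfbp1 (0.0723). The log2 fold change rose without WT replicate 1 for Igfbp1 (3.84). Of 4 Y-linked genes, all at over 10 CPM in WT, edgeR called 0 (1 adjusted over the list alone), 1 lower and 0 higher had an unadjusted p under 0.05, and DESeq2 called 1 lower, each time Eif2s3y with a log2 fold change of -0.53. The count of male-biased genes moved to 3 without WT replicate 2 or 3 or CgA-KO replicate 1 or 2 and to 10 without CgA-KO replicate 3. That of the growth hormone and IGF axis moved to 1 without WT replicate 2 or 3.
Immediate early genes were higher in CgA-KO, 5 of 11 (10 adjusted over the list alone; camera adjusted p = 1.1e-07, and adjusted p = 0.101 with an estimated correlation). Of 18 genes of proliferation, 4 were higher and 1 lower (8 and 1 adjusted over the list alone; camera adjusted p = 0.0308, and adjusted p = 0.599 with an estimated correlation). Of 7 genes of red cells and their precursors, 2 were higher and 1 lower (4 and 1 adjusted over the list alone; camera adjusted p = 0.0943). Of 7 fetal and tumour markers, 1 was higher (also 1 adjusted over the list alone; camera adjusted p = 0.151). The count of immediate early genes moved to 2 without WT replicate 2, to 1 without WT replicate 3 and to 3 without CgA-KO replicate 2. That of proliferation moved to 11 without WT replicate 1, to 0 without WT replicate 2 or 3 or CgA-KO replicate 2 or 3 and to 1 without CgA-KO replicate 1. For red cells it moved to 0 without WT replicate 2 or 3 or CgA-KO replicate 1 or 3 and to 1 without CgA-KO replicate 2. For fetal and tumour markers it moved to 0 without WT replicate 2 or 3 or CgA-KO replicate 1, 2 or 3. With replicate number as a block, edgeR called 0 proliferation genes, 0 red cell genes and 0 fetal and tumour markers higher, and 1, 1 and 0 over genes with at least 10 counts in every library. The median log2 fold change of proliferation genes was 1.14, against 2.90 for markers of macrophages, 2.94 of monocytes and 3.65 of T cells and natural killer cells.
Nuclear genes of the respiratory chain had a median log2 fold change of -0.42 over 25 genes (camera adjusted p = 5.3e-04, and adjusted p = 0.627 with an estimated correlation). Among them edgeR called 0 (0 adjusted over the list alone), 6 lower and 0 higher had an unadjusted p under 0.05, and DESeq2 called 1. Of 13 genes of the mitochondrial genome (median -0.21; camera adjusted p = 0.19) and 10 of mitochondrial fission and fusion (median -0.24; camera adjusted p = 0.233), edgeR called 0, also 0 adjusted over the list alone, at an unadjusted p under 0.05 and by DESeq2. Of 11 genes of mitochondrial biogenesis (median -0.23; camera adjusted p = 0.215), edgeR called 0 (0 adjusted over the list alone), 2 lower and 1 higher had an unadjusted p under 0.05, and DESeq2 called 1. Of 12 genes of the unfolded protein response (median -0.47; camera adjusted p = 0.0202, and adjusted p = 0.176 with an estimated correlation), edgeR called 0 (0 adjusted over the list alone), 6 lower and 0 higher had an unadjusted p under 0.05, and DESeq2 called 3. The count of the respiratory chain moved to 2 without WT replicate 1. That of the unfolded protein response moved to 1 without CgA-KO replicate 2.
Of 10 genes of pericentral hepatocytes, 1 was higher (0 adjusted over the list alone; camera adjusted p = 0.56), and the count moved to 0 without WT replicate 3 or CgA-KO replicate 2 or 3. Of 10 genes of periportal hepatocytes (camera adjusted p = 0.437), edgeR called 0 (0 adjusted over the list alone), 0 lower and 2 higher had an unadjusted p under 0.05, and DESeq2 called 2. Of 8 granins and other proteins of secretory granules, 0 had counts enough for a test.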
